# Characterization of chromosomal architecture in *Arabidopsis* by chromosome conformation capture

**DOI:** 10.1186/gb-2013-14-11-r129

**Published:** 2013-11-24

**Authors:** Stefan Grob, Marc W Schmid, Nathan W Luedtke, Thomas Wicker, Ueli Grossniklaus

## Abstract

**Background:**

The packaging of long chromatin fibers in the nucleus poses a major challenge, as it must fulfill both physical and functional requirements. Until recently, insights into the chromosomal architecture of plants were mainly provided by cytogenetic studies. Complementary to these analyses, chromosome conformation capture technologies promise to refine and improve our view on chromosomal architecture and to provide a more generalized description of nuclear organization.

**Results:**

Employing circular chromosome conformation capture, this study describes chromosomal architecture in *Arabidopsis* nuclei from a genome-wide perspective. Surprisingly, the linear organization of chromosomes is reflected in the genome-wide interactome. In addition, we study the interplay of the interactome and epigenetic marks and report that the heterochromatic knob on the short arm of chromosome 4 maintains a pericentromere-like interaction profile and interactome despite its euchromatic surrounding.

**Conclusion:**

Despite the extreme condensation that is necessary to pack the chromosomes into the nucleus, the *Arabidopsis* genome appears to be packed in a predictive manner, according to the following criteria: heterochromatin and euchromatin represent two distinct interactomes; interactions between chromosomes correlate with the linear position on the chromosome arm; and distal chromosome regions have a higher potential to interact with other chromosomes.

## Background

In eukaryotic nuclei, chromosomes of considerable length are densely packed into a very small volume. In *Arabidopsis*, chromatin with a total length of about 8 cm has to be packaged into a nucleus of about 70 μm^3^ volume and 5 μm diameter [1,2]. Nonetheless, the extremely dense packaging of chromatin does not lead to a chaotic entanglement of chromatin fibers. Eukaryotes have evolved mechanisms to untangle chromatin and to organize the nucleus into structural domains, facilitating chromosome packaging and, hence, the accessibility of the information stored within chromosomes. Therefore, chromosomal architecture is likely to influence the transcriptional state of a given cell, and might be a major player in the epigenetic regulation of cell fate.

Over the past 15 years, the field of epigenetics has grown rapidly, addressing basic questions about the long-term regulation of genes, and how diverse cell types reach their differentiated states. These studies have provided insights into the mechanisms that enable cells to differentiate into diverse cell types with distinct phenotypes, despite sharing exactly the same genotype.

To date, most of the commonly studied epigenetic processes have been shown to involve covalent modifications of DNA, such as cytosine methylation, modifications of the core histone proteins H3 and H4, and histone variants. Thereby, chromatin can be grouped into activating and repressive chromatin states, defined by their epigenetic landscape. Among the main players are trimethylation of lysine 36 of H3 (H3K36me3) and dimethylation of lysine 4 of H3 (H3K4me2), which act as activating marks, and monomethylation of lysine 27 of H3 (H3K27me1) and dimethylation of lysine 9 of H3 (H3K9me2), which are associated with the repressive state [3-5].

Although studied for over 100 years [6] (for example, with respect to cell division), chromosomal architecture, and thus higher-order chromatin organization, has not been a major focus of epigenetic research. Until recently, the lack of high-resolution techniques made structural studies of the nucleus extremely difficult. Nevertheless, chromatin condensation as seen in heterochromatin, reflecting, chromosomal architecture, could be viewed as the first described epigenetic mark [7,8]. Recently, it became possible to study chromosomal architecture in more detail, on both a global and a local scale, for instance with respect to physical interactions between enhancers and promoters [9,10].

In plants, chromosomal architecture has been studied for many years using cytogenetic techniques and microscopic observations. Early studies allowed the discovery of the basic chromosome conformations, heterochromatin and euchromatin, which were first described in mosses by Emil Heitz as early as 1929 [7]. Most condensed chromatin, or heterochromatin, is associated with centromeric regions. However, large heterochromatic regions outside the pericentromeres were also detected and, because of their microscopic appearance, were termed ‘knobs’. Although first observed and best described in maize [11], knobs were also shown to exist in the model plant *Arabidopsis*, on chromosomes 4 and 5 [12-14]. The heterochromatic knob on the short arm of chromosome 4 (*hk4s*) is derived from an inversion event, which caused a pericentromeric region to lie in a more centrally located region of the chromosome arm. Owing to its length of 750 kb, *hk4s* is easily detectable, and is therefore the best studied knob in *Arabidopsis.* By contrast, the merely 60 kb long knob on chromosome 5 is only poorly described. Despite its central, and therefore euchromatic, position on the chromosome arm, *hk4s* has kept the heterochromatic features of its pericentromeric origin. The knob *h4ks* is characterized by low gene density and an abundance of highly repetitive sequences, such as transposable elements.

To date, two methods have been frequently used to study chromosomal architecture. For microscopic observations, fluorescence *in situ* hybridization (FISH) visualizes chromosomal architecture by detecting specific sections of chromosomes through hybridization with fluorescently labeled probes. Over the past decade, a completely different set of methods has been developed, which are summarized as chromosome conformation capture (abbreviated to 3C) technologies [15,16]. 3C uses formaldehyde cross-linked chromatin that is subsequently digested and religated. This produces circular DNA, comprised of two restriction fragments that were initially in close spatial proximity within the nucleus. The abundance of these circular 3C templates can then be used to calculate interaction frequencies between two given fragments in the genome. In both animal model systems and yeast, various studies have successfully used 3C technologies since the first publication in 2002 [15]. Whereas 3C is used to analyze pair-wise interactions (one specific fragment interacting with another specific fragment; that is, one to one), circular chromosome conformation capture (4C) identifies interactions genome-wide to a viewpoint of interest [17] (that is, one to all). HiC, the most recent 3C technology, facilitates the analysis of genome-wide interactions from all restriction fragments of a genome (that is, all to all) [18].

In the plant field, however, the adoption of these technical advances has been slower, and only a few studies have been performed using 3C technology. A 3C study in maize revealed chromatin looping at the paramutagenic *b1* locus [19], and another recent study showed the importance of local DNA looping for the correct expression of the flowering time regulator locus FLC [20]. Moissiard and colleagues compared global changes in the interactome between mutant *atmorc6* and wild-type plants [21]. However, that study did not focus on a detailed description of the chromosomal architecture of *Arabidopsis* nuclei.

Here, we provide insights into the general architecture of the *Arabidopsis* nucleus, using 4C applied to several viewpoints followed by Illumina sequencing. Our study aimed at characterizing global principles of chromosomal interactions and their correlations with epigenetic marks. Additionally, we found that the heterochromatic knob *hk4s* is characterized by a distinct interactome, which strongly resembles its pericentromeric origin.

## Results

The current knowledge on chromosomal architecture in *Arabidopsis* is largely based on microscopic observations. Therefore, we aimed to gain insights into higher-order chromatin organization based on 4C technology, which promises to complement previously published FISH experiments, and to reveal novel mechanisms governing chromosomal architecture.

We performed 4C experiments on aerial tissue of 2-week-old *Arabidopsis* seedlings using thirteen specific restriction fragments (viewpoints) distributed across all five chromosomes (Figure 1A). 

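The data comprised 26 4C libraries, 13 viewpoints with biological replicates A and B, from the same kind of seedling tissue. In 4C, crosslinked chromatin is cut and ligated, and the fragments joined to one chosen fragment are amplified and sequenced. The authors aligned the reads to the TAIR10 genome without mismatches and deposited, for each end of 66846 HindIII fragments on chromosomes 1 to 5, the number of reads assigned to it. Reads with several matches had been shared out by weight, so these are expected counts and partly fractional, and no fragment filter had been applied. Between 645873 and 8614379 reads per library were assigned to fragments. The median was 2046508 for the 8 viewpoints sequenced first (MEA F6, MEA F8, PHE1, FIS2, CKI1, AG, FWA and FLC) and 2359988 for the 5 sequenced later (AT1G51860, AT3G44380, SWN, hk4s and YAO). The viewpoints of the first sequencing batch lie at least 6.43 Mb from their centromere and those of the later batch at most 4.17 Mb, so that batch and distance to the centromere cannot be told apart in comparisons between the batches.
As in the paper's methods, fragments within 1 kb of the viewpoint or 100 kb of a centromere were left out, as were those with the next site of the second enzyme 1000 bp or more from both ends (22 fragments per NlaIII viewpoint, 50 per DpnII viewpoint). Fragments without a site of the second enzyme were also left out, 11046 to 11062 per viewpoint, a step that the methods do not mention. The second enzyme was NlaIII for 7 viewpoints and DpnII for 6. Between 53948 and 53993 fragments per library remained, holding 350907 to 5200749 reads, and 47.2% to 93.3% of them carried reads. RPM, the paper's scaled read number, was computed from the reads on these fragments. The reads were amplified by PCR and carry no molecular identifiers, so they are not independent molecules. Each value is the mean of both replicates of a viewpoint unless stated otherwise, and tests were made over viewpoints.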

Employing high-throughput sequencing, 4C technology identifies sequences that physically interact with a given viewpoint. Therefore, the position and number of mapped 4C sequencing reads define the interactome of the given restriction fragment (that is, the viewpoint) in space (position) and in frequency or specificity (number of reads).

**Figure 1:**
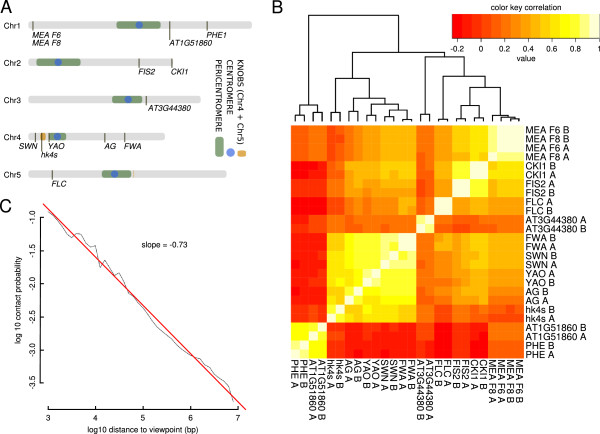
**Primary circular chromosome conformation capture (4C) data analysis. (A)** Schematic representation of the viewpoints chosen for this study. Viewpoints were named according to nearby genes or according to a region of special interest (*hk4s*). **(B)** Cluster analysis representing the reproducibility of biological duplicates. The letters ‘A’ and ‘B ‘at the end of the names indicate biological replicates. **(C)** Power law scaling, indicative of the interaction decay for all viewpoints, across a distance to the viewpoint from 1 kb to 10 Mb.

To cover a wide distribution of chromosomal interactions, we chose viewpoints that reside in various locations: from pericentromeric, to mid-chromosome arm, to distal positions (Figure 1A).

### Data evaluation reveals robustness of 4C experiments

To obtain the interactome of a given viewpoint, short sequence reads were mapped to restriction fragments, and subsequently merged into sliding windows consisting of 100 *Hind*III restriction fragments. We then assigned *P*-values to each window describing the specificity of the interaction to a given viewpoint. 

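In windows of 100 fragments (182 kb on average), log2(reads + 1) was summed and compared with 1000 shufflings of the fragments within each arm. Of 52958 to 53003 windows per viewpoint, between 1712 (hk4s) and 10376 (CKI1) had P at most 0.01 in both replicates. On chromosomes other than the viewpoint's, the number of such windows ran from 385 for AT1G51860 to 8058 for CKI1. On the viewpoint arm it ran from 379 for YAO to 2475 for AT1G51860. On simulated libraries with planted regions of raised reads, the procedure with fewer shufflings found 20 of 20 regions and called 0.0572% of 48979 other windows. Their background was shuffled within arms and held no regional structure, so this rate does not describe false calls in real libraries. Neighbouring windows share fragments, so they are not independent.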

To obtain these *P*-values, read counts of 4C windows were compared with the probabilities of a normal distribution. The parameters of this distribution were calculated using 1,000 sets of windows, each generated by random shuffling of 4C fragments. As chromosome arms differ considerably in their length and, therefore, their DNA amount, we calculated *P*-values individually for each chromosome arm. Windows with *P* ≤ 0.01 where defined as specifically interacting with their corresponding viewpoint and are, hereafter, referred to as ‘preys’.

The mappability of sequencing reads poses a major concern for any genomic study. Owing to the incomplete assembly of centromeric repeats in the *Arabidopsis* reference genome, we excluded regions within 100 kb distance of the centromere. Visual inspection of genomic Illumina sequencing data revealed an even distribution of mapped reads along the remaining chromosome sequence and, therefore, no other major mappability biases were identified.

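The deposited files also hold the number of genomic DNA reads on each fragment. Over 645 windows of 100 fragments without overlap, the median was 5.11 genomic DNA reads per kb. Of these windows, 96.3% lay within 2-fold of the median, and the highest reached 28.7 times the median. At the level of single fragments, 464 fragments carried more than 10 times the median of 9 genomic DNA reads. One of them, on chromosome 3 from 14193385 to 14203799, carried 1497 genomic DNA reads and was the most-read fragment outside the viewpoint's chromosome in 22 of the 26 libraries.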

To assure the reproducibility of this study, 4C experiments were performed in duplicate. Correlations between duplicates and different viewpoints were calculated using the sum of reads per window. 

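Between replicates A and B of one viewpoint, the Spearman correlation of read sums over windows of 100 fragments was 0.867 ± 0.0750 (SD, n = 13 viewpoints). The lowest value was 0.755 for PHE1 and the highest 0.969 for FWA. Over the 312 pairs of libraries from different viewpoints it was 0.266 ± 0.325 (SD), from -0.331 to 0.945. Permuting the replicate B libraries among viewpoints gave p = 1e-05 for the mean over duplicates (permutation test, one-sided), the smallest that 100000 resamples can give. Windows of 25 fragments moved the mean over duplicates most, to 0.761. Without the viewpoint arms, where local interactions dominate, duplicates reached 0.821 ± 0.113 (SD, n = 13) and different viewpoints 0.340 ± 0.318 (SD, 312 pairs of libraries).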

Spearman correlation coefficients were high for duplicates (mean ± SD 0.88 ± 0.07), and relatively low for different viewpoints (0.26 ± 0.31). However, interacting viewpoints and viewpoints located in close proximity (see Figure 1A), such as the two viewpoints at the *MEDEA* (*MEA*) locus, had correlation coefficients close to those of replicates of the same viewpoint. 

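MEA F6 and MEA F8, whose viewpoints start at 545880 and 546537 on chromosome 1, had a mean correlation of 0.890 over the pairs of their libraries. Of the 78 pairs of viewpoints, 4 others were also within 1 SD of the duplicates' mean. These were FWA with SWN (0.878), SWN with YAO (0.854), FIS2 with CKI1 (0.833) and FWA with YAO (0.832), of which SWN with YAO and FIS2 with CKI1 share an arm. FWA lies on the other arm of the chromosome of SWN and YAO.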

Cluster analysis supported these findings (Figure 1B), further demonstrating that viewpoints on the same chromosome arm also show higher correlations with each other than with viewpoints located on other chromosomes arms. 

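The 6 pairs of different viewpoints on one arm, with the neighbouring MEA viewpoints left out, had a mean correlation of 0.756, against 0.216 for the 71 pairs on different arms. The difference was 0.540 (permutation of viewpoints over positions, one-sided p = 1e-05). With the viewpoint arms removed from the profiles it was 0.399 with the same p. The values on one arm ran from 0.674 for SWN with hk4s to 0.854. The pairs on different arms include those on opposite arms of one chromosome. On chromosome 4 these ran from 0.605 (AG with hk4s) to 0.878 (FWA with SWN), which overlaps the values on one arm. On chromosome 1 they ran from 0.111 (MEA F8 with PHE1) to 0.239 (MEA F6 with AT1G51860).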

Taken together, these analyses reveal the robustness of our data.

To differentiate between random interactions, which are mainly dependent on chromosomal proximity to the viewpoint, and specific interactions, we estimated the genomic distance-dependent decay of the interaction probability on a distance of 1 kb to 10 Mb from the viewpoint. For this, we pooled 4C reads of all viewpoints within the given distance to their viewpoints. 

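Reads on the viewpoint arm were summed in 41 intervals of 0.1 on the log10 scale from 1 kb to 10 Mb, and contact probability was taken as each interval's share of the reads. The line through the LOESS fit over all 26 libraries had a slope of 0.109, with an SD of 0.0714 between the slopes of the 13 viewpoints. Dividing the reads of each interval by its number of fragments moved the slope most, to -0.702. On this scale the slopes of the viewpoints averaged -0.719 ± 0.0474 (SD, n = 13). Intervals grow with distance on the log scale, and the number of fragments per interval rose with a mean slope of 0.879. In simulated libraries with a slope of -0.8 per fragment, sums gave 0.0331 and means per fragment -0.784.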

Performing linear regression on logarithmized distance and contact probabilities, we calculated a slope of −0.73, that is, the contact probability decays with a power law function of distance^-0.73^ (Figure 1C). This result resembles similar analyses of the *Drosophila* (−0.85) [22] and human (−1.08) [18] genomes.

### *Cis* interactions are enriched within chromosome arms

Because the replicate correlation was high, we pooled replicates for a common representation of the 4C interactome (Figure 2A,B) using the software Circos [23]. Figure 2C illustrates an example of a more detailed representation of 4C interactomes for the *FIS2* viewpoint. All other representations of individual viewpoints are shown in the additional files (see Additional file 1: Figure S1; Additional file 2: Figure S2; Additional file 3: Figure S3; Additional file 4: Figure S4; Additional file 5: Figure S5; Additional file 6: Figure S6; Additional file 7: Figure S7; Additional file 8: Figure S8; Additional file 9: Figure S9; Additional file 10: Figure S10; Additional file 11: Figure S11; Additional file 12: Figure S12; Additional file 13: Figure S13). 

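On chromosomes other than the viewpoint's, 33.3% to 34.1% of all windows lie in the distal part of arms, at a relative distance above 0.667 from the centromere. Of the preys on these chromosomes, 84.0% (YAO) to 100% (AG) lay there for 9 of the 13 viewpoints. For AG, 963 of the 1400 prey windows were on the arm of chromosome 2 that carries SHP2, whose 5 fragments held 67916 RPM in replicate A and 80780 RPM in replicate B. The share was 38.4% for AT3G44380, 28.4% for hk4s, 5.71% for AT1G51860 and 0.134% for PHE1. The excess over all windows averaged 37.4 percentage points (SD 37.9, n = 13; higher in 10 of 13 viewpoints; exact sign-flip permutation test, two-sided p = 0.0083). Leaving out replicate B moved this average most, to 34.4. The share itself averaged 83.9% in the first sequencing batch and 50.6% in the later one (exact permutation p = 0.172).

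**Figure D1:**
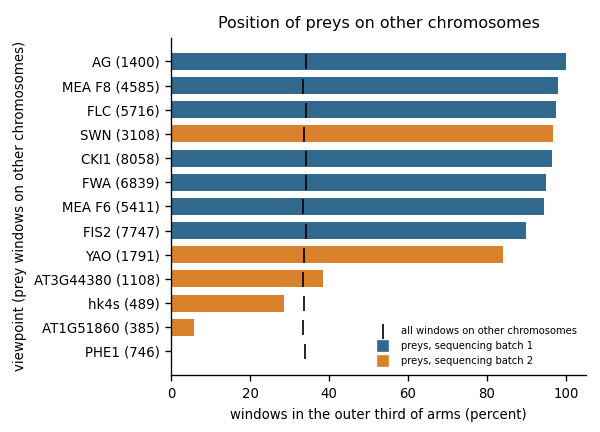
Percentage of prey windows on other chromosomes that lie in the distal part of arms, one bar per viewpoint, with the same percentage for all windows as a black mark and the number of prey windows in parentheses. For 10 of the 13 viewpoints the bar passes the mark.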

At first sight, we observed an apparent enrichment in inter-chromosomal interactions of distal regions of chromosomes (Figure 2A). Additionally, intra-chromosomal interactions appeared to be occurring mostly locally around the viewpoint and between the distal regions of the two chromosome arms (Figure 2B and Figure 2C).

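On the other arm of the viewpoint's chromosome, distal windows made up 97.4% to 100% of the preys for MEA F6 (98.3% of 1499), MEA F8 (100% of 1448), FIS2 (100% of 150), CKI1 (100%) and FWA (97.4% of 350), and 95.9% of 732 for FLC. AG had 42.9% of 210 and SWN 34.9% of 209. No prey on that arm was distal for PHE1 (465 windows), AT1G51860 (794), AT3G44380 (451), hk4s (768) or YAO (733). Among all windows of these arms, 31.4% to 36.1% are distal. The run of preys around the FIS2 viewpoint extended from 13568811 to 16332039 on chromosome 2.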

**Figure 2:**
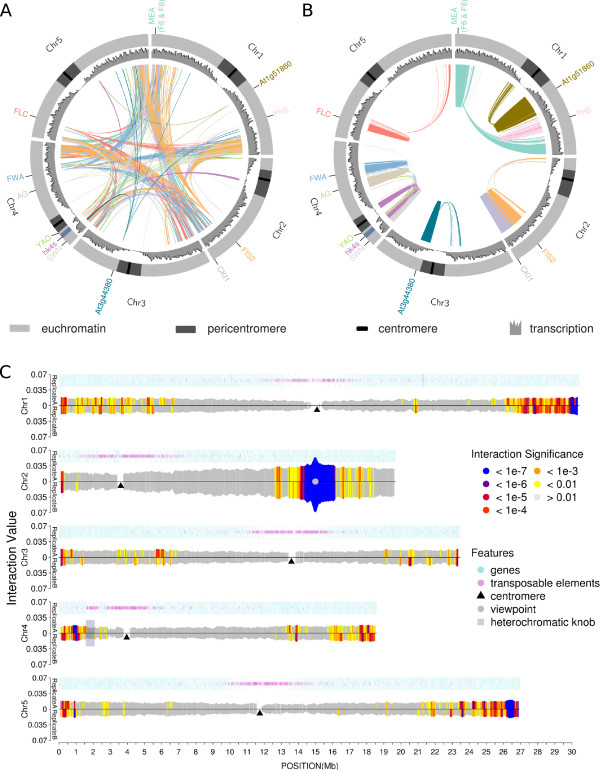
**Summary of circular chromosome conformation capture (4C) interactomes.** Circos plots illustrate the 4C interactome, transcription rate, and chromosomes with euchromatic and centromeric regions. Line color refers to the color of the viewpoint names at the periphery of the Circos plots. Only interactions with a *P* < 10^-3^ are plotted. **(A) ***Trans*- interactions; **(B) ***cis* interactions; **(C)** 4C interactome of viewpoint *FIS2*. Color code refers to significance levels. Gene density (blue circles) and transposable element density (purple circles) are indicated to illustrate the occurrence of heterochromatin and euchromatin. The region covered by the knob *hk4s* is highlighted with a transparent rectangle on the short arm of chromosome 4. Interaction values equal to ∑_i_(log_2_(number of reads in fragment_i_)), where i stands for a fragment within a given window, are scaled to the viewpoint’s total library size.

Interactions can be categorized into *cis* and *trans* interactions, which require different analysis techniques [24]. *Cis* interactions (Figure 2B) refer to intra-chromosome interactions, whereas *trans* interactions (Figure 2A) are defined as inter-chromosome interactions.

By visual inspection of the interaction frequencies, we observed that local interactions rarely spread across the centromeres, (Figure 2B, Figure 2C; see Additional file 1: Figure S1; Additional file 2: Figure S2; Additional file 3: Figure S3; Additional file 4: Figure S4; Additional file 5: Figure S5; Additional file 6: Figure S6; Additional file 7: Figure S7; Additional file 8: Figure S8; Additional file 9: Figure S9; Additional file 10: Figure S10; Additional file 11: Figure S11; Additional file 12: Figure S12; Additional file 13: Figure S13), indicating that interactions between the two arms of the same chromosome (that is, the inter*-*arm interactions) are distinct from the intra-arm interactions, thus splitting the *cis* interactions into two groups.

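Preys on the other arm and within 1.2 Mb of the centromere were counted as a measure of spreading. They made up 58.2% of the preys on that arm for hk4s and 55.3% for YAO, the viewpoints at 2.19 and 1.21 Mb from the centromere. For PHE1 the share was 7.74%, for AT1G51860 6.93% and for AG 1.43%, and it was 0 for the other 8 viewpoints. Among the runs of local preys of all viewpoints, that of AT1G51860 was the longest, from 16655733 to 21794047 on chromosome 1, where the centromere lies at 15.1 Mb. Windows did not span centromeres, so a run could not cross one.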

Therefore, we investigated whether chromosomes, or rather chromosome arms, are the basic unit of nuclear architecture. To answer this question, we calculated the average number of reads per million (RPM) for each chromosome arm, and defined three chromosome arm types: The chromosome arm hosting the viewpoint (viewpoint arm), the other arm on the same chromosome as the viewpoint (*cis* arm), and arms of all other chromosomes (*trans* arms). 

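Mean RPM per fragment was computed for each arm class in each library and averaged on the log2 scale. It was 103 on the viewpoint arm, 16.0 on the cis arm and 9.12 on the trans arms (geometric means over 13 viewpoints). On the log2 scale the viewpoint arm reached 6.69 (SD 0.67), from 6.11 for CKI1 to 8.07 for hk4s. The log2 ratio of the viewpoint arm to the cis arm was 2.69 (SD 0.49, n = 13) and positive in 13 of 13 viewpoints, from 2.14 for AT1G51860 to 3.76 for hk4s. An exact sign-flip permutation test gave a two-sided p = 0.000244, the smallest it can give with 13 viewpoints. Counting each fragment with reads as 1 moved this ratio most downwards, to 0.18, and keeping the fragments within 1 kb of the viewpoint moved it most upwards, to 4.19. In the first sequencing batch alone the ratio was 2.48 (exact p = 0.00781, 8 viewpoints).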

We observed the highest interaction frequencies and, therefore, the highest mean RPM values within the viewpoint arm (Figure 3A), showing that a high proportion of chromosomal interactions occur within the same arm.

**Figure 3:**
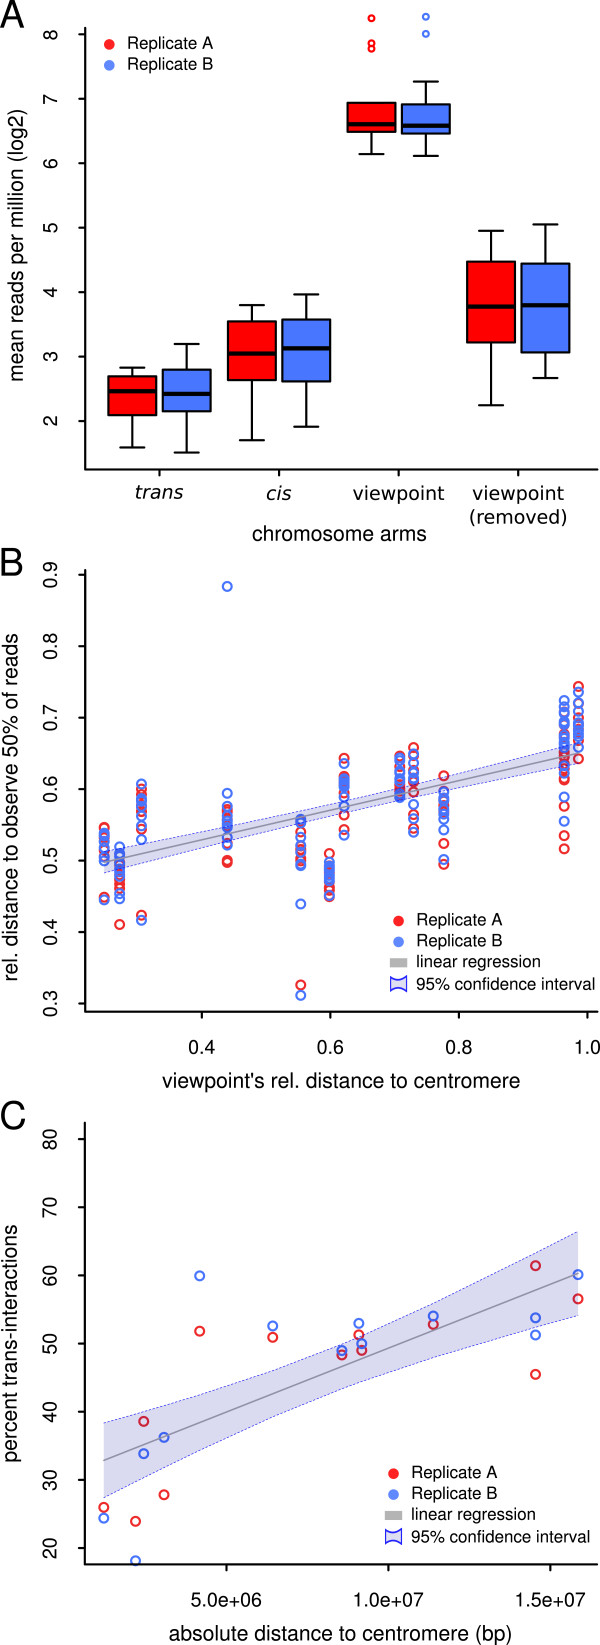
**Physical constraints of chromosomal architecture. (A)** Number of reads per million for four distinct classes of interactomes. Viewpoint: circular chromosome conformation capture (4C) reads that map on the same chromosome arm as the viewpoint. Viewpoint (removed): interactions mapping the viewpoint’s arm, excluding interactions that map within 2 Mb distance on either side of the viewpoint. *Cis*: 4C reads that map to the other arm of the chromosome harboring the viewpoint. *Trans*: 4C reads that map to all other chromosome arms. **(B)** The relative distance to the centromere (0 at the centromere, 1 at the telomere) in which 50% of the 4C reads can be found depends on the relative distance of the viewpoint to the centromere. **(C)** The percentage of 4C reads that can be mapped to *trans* arms was positively correlated with the viewpoint’s absolute distance to the centromere in base pairs (bp). In all parts, red circles represents replicate A, blue represents replicate B.

Interactions with *cis* arms were significantly more frequent than those with *trans* arms (Student’s *t*-test, *P* = 0.0135 for replicate A and *P* = 0.0129 for replicate B). However, the differences were small compared with the RPM values for the viewpoint arm and the *cis* arm (Student’s *t*-test, *P* = 1.4 × 10^-13^ for replicate A and *P* = 1.7 × 10^-13^ for replicate B) (Figure 3A). 

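The log2 ratio of the cis arm to the trans arms was 0.81 (SD 0.46, n = 13; exact sign-flip permutation test, two-sided p = 0.000488). It was positive in 12 of 13 viewpoints, and hk4s had the highest ratio with 1.49 ± 0.10 (SD, n = 2 replicates). The mean of the first sequencing batch was 0.60 (exact p = 0.0156, 8 viewpoints) and that of the later one 1.16 (5 viewpoints).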

A large proportion of interactions within the viewpoint arm occurred within the close vicinity of the viewpoint itself. To investigate whether long-range interactions also preferentially occur within the viewpoint arm, we excluded regions surrounding the viewpoints by 2 Mb on each side of the viewpoint (Figure 2A). Devoid of the viewpoint region, the RPM values were strongly reduced; however, they were still significantly higher than those of the *cis* arms (Student’s *t*-test, *P* = 0.012 for replicate A and *P* = 0.010 for replicate B).

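Without fragments within 2 Mb of the viewpoint, the viewpoint arm had 44.3 RPM per fragment. Its log2 ratio to the cis arm was 1.47 (SD 0.62, n = 13) and positive in 13 of 13 viewpoints (exact sign-flip permutation test, two-sided p = 0.000244). The ratio was highest for YAO with 2.55 ± 0.09 (SD, n = 2). For SWN it was 0.05 ± 0.11 (SD, n = 2), a difference smaller than the spread between its replicates. Both lie on the short arm of chromosome 4, which is 3.96 Mb long, so little of it is left beyond 2 Mb. For SWN this is pericentromere only, and for YAO the distal end, so these 2 extremes do not describe the whole arm. Without fragments within 1.2 Mb of centromeres, SWN and hk4s had none left. The ratio of the other 11 viewpoints was 1.50 (exact sign-flip permutation p = 0.000977).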

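Across the 13 viewpoints, the log2 ratio of cis to trans arms fell with the distance of the viewpoint from the centromere (Pearson r = -0.838, permutation p = 0.00031; Spearman rho = -0.813, p = 0.00118, both two-sided). This was one of 3 relations tested with viewpoint position, and the Benjamini-Hochberg adjusted values were 0.00093 for r and 0.00177 for rho. Without YAO and CKI1, the viewpoints farthest from the median distance, r was -0.742 (permutation p = 0.0084). Distance and sequencing batch are confounded. Within the first batch, r was -0.806 (exact permutation p = 0.0173, n = 8) and rho -0.714 (exact permutation p = 0.0576). The 5 viewpoints of the later batch were not tested on their own. From the farthest to the nearest, their ratios were 0.71 (AT1G51860), 0.80 (SWN), 1.34 (AT3G44380), 1.49 (hk4s) and 1.45 (YAO). Except for the last step, they too fell with distance. Within the 7 NlaIII viewpoints rho was -0.929 (exact permutation p = 0.00675). Within the 6 DpnII viewpoints it was -0.371 (exact permutation p = 0.497), and r was -0.741 (exact permutation p = 0.132). With the length of the viewpoint arm in place of the distance, an alternative chosen after seeing the data, rho was -0.692.

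**Figure D2:**
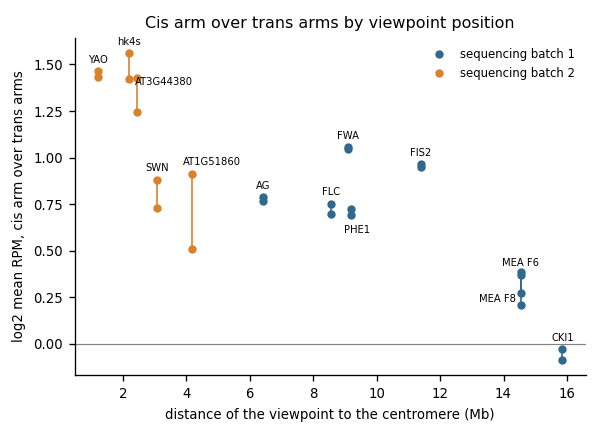
Log2 ratio of mean RPM on the cis arm to that on the trans arms against the distance of the viewpoint to the centromere in Mb, with both replicates of a viewpoint joined by a line and colours for the sequencing batches. The ratio was 1.49 for hk4s and -0.06 for CKI1.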

The difference between the *trans* and *cis* arms appears to be dependent on the distance of the viewpoint from the centromere. 

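For CKI1, at 15.9 Mb from the centromere, the log2 ratio of cis to trans arms was -0.06 ± 0.04 (SD, n = 2 replicates). The MEA viewpoints, at 14.5 Mb, had ratios of 0.32 ± 0.07 (MEA F6) and 0.30 ± 0.12 (MEA F8).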

Distal viewpoints (for example, *MEA* and *CYTOKININ-INDEPENDENT1* (*CKI1*), see Additional file 1: Figure S1; Additional file 2: Figure S2; Additional file 6: Figure S6) did not appear to interact preferentially with their respective *cis* arm compared with the *trans* arm. This could been observed by comparing the overall interaction values of the viewpoint’s respective *cis* arm compared with the overall interaction values of the *trans* arms. By contrast, viewpoints residing in the vicinity of the centromeres (for example, *YAOZHE* (*YAO*) and *AT3G44380*; see Additional file 7: Figure S7; Additional file 10: Figure S10) exhibited increased *cis* arm interactions compared with *trans* arm interactions and, thus, limited spreading of local interactions across the centromere.

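The same ratio was 1.45 ± 0.02 (SD, n = 2 replicates) for YAO and 1.34 ± 0.13 for AT3G44380, the latter at 2.44 Mb from the centromere. Among the other viewpoints within 4.17 Mb, SWN had 0.80 ± 0.11 and AT1G51860 0.71 ± 0.28. FWA and FIS2, at 9.09 and 11.4 Mb, had 1.05 ± 0.01 and 0.96 ± 0.01.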

In summary, intra-arm interactions were about ten-fold more frequent than inter-arm interactions, whereas inter-arm and inter-chromosomal interactions differed by about two-fold on average. Therefore, our results show that chromosome arms are the main interaction unit, and that interaction frequencies decrease sharply close to the centromeres.

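As fold differences of the means over viewpoints, the viewpoint arm exceeded the cis arm 6.45-fold, the viewpoint arm beyond 2 Mb exceeded it 2.76-fold, and the cis arm exceeded the trans arms 1.76-fold. From its own fold differences between these classes of arms, the paper concludes that chromosome arms are the main interaction unit and that interactions drop close to the centromeres.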

### Linear position along the chromosome influences the interaction potential of the viewpoint

We found that *trans* interactions could make up to 50% of the total interactome of a given viewpoint. Therefore, we were interested in understanding the mechanisms governing *trans* interactions. 

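Reads outside the viewpoint arm, the cis arm included, made up 48.7% of the kept reads on average (SD 7.20, n = 13 viewpoints). The lowest percentage was 41.2% ± 3.29 (SD, n = 2 replicates) for AT3G44380. The highest was 68.8% ± 0.766 for SWN, followed by 53.0% ± 4.79 for MEA F6, 52.7% ± 1.53 for YAO and 50.9% ± 2.52 for CKI1. Over single libraries it ran from 38.9% to 69.3%. For SWN, reads at HindIII ends alone gave 53.9%.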

Visual inspection of 4C data (Figure 2A, Figure 2C; see Additional file 1: Figure S1; Additional file 2: Figure S2; Additional file 3: Figure S3; Additional file 4: Figure S4; Additional file 5: Figure S5; Additional file 6: Figure S6; Additional file 7: Figure S7; Additional file 8: Figure S8; Additional file 9: Figure S9; Additional file 10: Figure S10; Additional file 11: Figure S11; Additional file 12: Figure S12; Additional file 13: Figure S13) suggested an effect of the viewpoint positions along the chromosome arms on the *trans* interaction frequencies. We hypothesized that chromosomal interactions do not solely reflect specific functions of a given region, but are rather a consequence of physical constraints. To investigate whether the positioning of the viewpoints along the chromosome arm is a major constraint for *trans* interactions, we tested whether regions with similar distance to the centromeres are more likely to interact.

We calculated the relative distance to the centromeres, where 50% (dist_0.5_) of all 4C reads could be found. As a considerable proportion of all interactions could be found surrounding the viewpoint and would therefore distort the analysis, we excluded the viewpoint arm. A significant correlation between dist_0.5_ and the relative distance of the viewpoint to the centromere could be observed (Spearman correlation coefficient = 0.722; linear model *P* = 3.4 × 10^-28^) (Figure 3B). This suggests that regions with a similar relative distance to their corresponding centromeres are likely to co-localize with each other in the three-dimensional space of the nucleus. This observation was most pronounced in distal regions; however, it was also observable in regions in proximity to the pericentromeres.

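For each arm other than the viewpoint arm, the relative distance from the centromere below which 50% of the reads lie was computed in each library. Over all such arms and libraries, Spearman's rho with the relative position of the viewpoint was 0.719. Arms of one library are not independent, so the test was made over viewpoint means. It gave rho = 0.819 (permutation p = 0.00113) and Pearson r = 0.784 (permutation p = 0.00213, n = 13, both two-sided), with adjusted values over the 3 relations of 0.00177 and 0.00319. Without AT3G44380 and CKI1, the viewpoints farthest from the median position, r was 0.723 (permutation p = 0.0127). Within the first sequencing batch, rho was 0.929 (exact permutation p = 0.00223, n = 8) and r 0.761 (exact permutation p = 0.0183). The length of the viewpoint arm in its place, an alternative chosen after seeing the data, gave rho = 0.356 (permutation p = 0.232).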

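The mean dist0.5 over arms was 0.701 ± 0.00236 (SD, n = 2 replicates) for CKI1, the most distal viewpoint at a relative distance of 0.985. It was 0.656 ± 0.0218 for MEA F6. Of the viewpoints below a relative distance of 0.32, AT1G51860 had 0.472 ± 0.00367, AT3G44380 0.525 ± 0.00389 and YAO 0.562 ± 0.00664. PHE1, at a relative distance of 0.598, had 0.489 ± 0.00439, less than YAO by more than the spread of both. From this relation the paper proposes that regions at a similar relative distance to their centromeres are close to each other in the nucleus.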

### Distal chromosomal regions show an increased *trans* interaction potential

We hypothesized that the flexibility of a chromosome arm is a major physical constraint influencing the interaction potential of a viewpoint. Assuming that centromeres act as chromosomal anchors, distal regions of chromosome arms should exhibit a higher flexibility than regions close to the centromere [25-28]. Hence, we predicted that distal viewpoints should exhibit an increased *trans* interaction potential.

Therefore, we tested the correlation between the absolute distance of the viewpoint to the centromere and the reads per kilobase per million (RPKM) of 4C reads found in *trans* (including the *cis* arm) (Figure 3C). 

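Over the 13 viewpoints, the percentage of reads outside the viewpoint arm had a Spearman rho of -0.0549 with the absolute distance to the centromere (permutation p = 0.865) and a Pearson r of -0.187 (permutation p = 0.579, both two-sided). The adjusted values over the 3 relations were the same, 0.865 and 0.579. Over the 26 libraries, rho was -0.103. Without YAO and CKI1, r was -0.212 (permutation p = 0.577). Within the first sequencing batch, rho was 0.262 (exact permutation p = 0.536, n = 8) and r 0.350 (exact permutation p = 0.383). Replicate B alone gave rho = 0.0495 and r = -0.0847, so the direction of rho rests on replicate A, while that of r does not. The direction also depended on the processing. Reads at HindIII ends alone, a setting chosen after seeing the data, gave rho = 0.324 (permutation p = 0.279). The largest change came from dividing the reads of each arm by its length and giving each arm the same weight, a measure chosen after seeing the values, with rho = 0.780 (permutation p = 0.00248, n = 13). This measure also followed the length of the viewpoint arm (rho = 0.856, permutation p = 0.00039).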

Distal viewpoints were shown to interact more frequently with regions in *trans* than did viewpoints residing closer to the centromere (Spearman correlation coefficient = 0.774, linear model *P* = 10^-5^) (Figure 3C).

These results indicate that the localization of a viewpoint along the chromosome arm significantly influences its interaction pattern.

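Counting fragments with reads in place of reads gave rho = -0.681 (permutation p = 0.0133, n = 13) for the same percentage. Reads outside the whole chromosome of the viewpoint gave 0.379 (permutation p = 0.202). The 10 viewpoints off the short arm of chromosome 4 gave 0.370 (permutation p = 0.296). From the correlations of Figure 3B and Figure 3C, the paper concludes that the position of a viewpoint along its arm influences its interaction pattern.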

### Principal component analysis showed a correlation between the epigenetic landscape and the interactome

The interplay of epigenetic marks, such as histone modifications, and physical interactions of two sequences were previously shown to be important for stringent gene regulation [20,22,29,30]. Therefore, we investigated whether specific epigenetic marks can be correlated with long-range interactions.

We obtained previously published histone modification data [31], specifically H3K4me2, H3K4me3, H3K9me2, H3K27me1, H3K27me3, H3K36me2, H3K36me3, H3K9ac, and H3K18ac. From the same dataset, we included transcriptome, histone H3 occupancy, and genomic DNA control data. Additionally, we obtained publically available CG, CHH, and CHG DNA methylation data [32]. Because data obtained from chromatin immunoprecipitation (ChIP) for histone modifications cannot be directly compared with 4C data due to the different scaling of the two datasets [24], we calculated density values of each epigenetic feature within 4C windows. 

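The authors deposited the densities of histone H3, 9 histone modifications, transcription and genomic DNA for each HindIII fragment, as the percentage of nucleotides covered by at least one realigned read of the published data. These columns are the same in all 26 files, and some values pass 100 (highest 108). DNA methylation was not analysed here. For the comparison with densities, 4C windows of 25 fragments without overlap were used, 2154 or 2156 per viewpoint, and P-values were obtained as for the larger windows. Preys had P at most 0.05 in both replicates for the principal component analysis and at most 0.01 in both for the tests of single features. The number of preys at 0.01 ran from 27 for YAO to 185 for CKI1.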

We analyzed the epigenetic modification densities (EMDs) as the sum of nucleotides covered by at least one uniquely alignable short sequence, divided by the total number of nucleotides for each individual 4C restriction fragment (that is, the length of the restriction fragment). Subsequently, the mean for each window was calculated. To adjust the scale of the 4C data to the EMDs, we chose a window size of 25 fragments, which still conferred satisfactory reproducibility between replicates. 4C windows were categorized into prey regions (windows that show an interaction probability of ≤0.01) and randomly chosen control regions.

If specific histone modifications or sets of histone modifications are associated with an interaction pair, it could be assumed that prey regions of a given viewpoint would share a common epigenetic environment, reflected by a particular composition of the EMDs. To elucidate how histone modifications are related to the interactome, we performed principal component analysis (PCA) (Figure 4A). For each viewpoint, the mean EMDs (selecting only histone modification data) of prey and control regions were calculated and included in the PCA. As the first principal component was found to explain 97% of the total variation, it was the only component used for further analyses.

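The first component of the covariance matrix of the mean densities of 9 histone modifications in the preys and controls of 13 viewpoints explained 95.9% of the variance, and the second component 2.87%. Leaving out each viewpoint in turn gave 95.6% to 96.9%. The correlation matrix in place of the covariance matrix moved the share most, to 84.7%. Mean densities average over 83 (hk4s) to 297 (CKI1) prey windows.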

**Figure 4:**
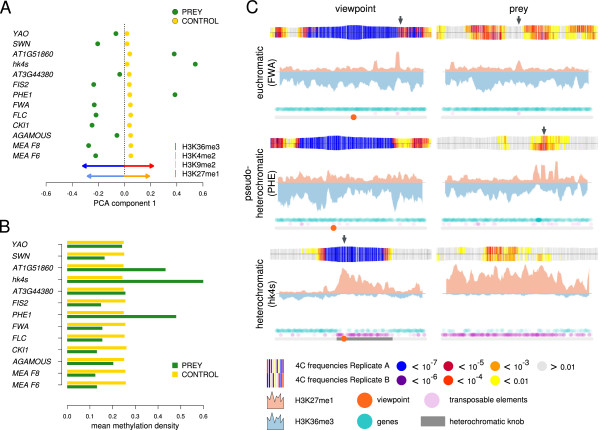
**Crosstalk of epigenome and interactome. (A)** Principal component analysis (PCA) using mean epigenetic modification densities (EMDs) of control and prey regions for each viewpoint. EMDs included in the PCA were: H3K4me2, H3K4me3, H3K9me2, H3K27me1, H3K27me3, H3K36me2, H3K36me3, H3K9ac, and H3K18ac. Colored arrows represent the two highest contributing EMDs to the variance of the first component in positive and negative direction, respectively. Note that the first principal component explains almost all the variance (97%), and therefore, this was the only component plotted. Prey regions are represented by green dots, control regions by yellow dots. **(B)** Mean CG methylation densities of prey and control regions for individual viewpoints. The mean was calculated across 1000 times randomly sampled 50 prey and 50 control regions, respectively. Green bars represent preys and yellow bars represent controls. **(C)** Examples of the interactome-epigenome interplay for three different viewpoints and one of their corresponding prey regions. Top track: log summed 4C reads per window (100 fragments, starting every fragment). 4C reads of replicate A are plotted in the positive intercept, and 4C reads of replicate B are plotted in the negative intercept. Middle Track: EMD of the highest contributing factors of the PCA in positive and negative direction, respectively. In order to achieve comparable representation of H3K36me3 and H3K27me1 densities, the density of every window (25 fragments, starting every 5 fragments) was divided by the mean density of each histone modification. Arrowheads point at regions where the 4C interactome and local EMD peaks appeared to correlate. *FWA*: viewpoint on chromosome 4, 12 to 14 Mb; prey on chromosome 5, 23 to 25 Mb. *PHE*: viewpoint on chromosome 1, 23.5 to 25.5 Mb; prey on chromosome 1, 20 to 22 Mb. *hk4s*: viewpoint on chromosome 4, 0.8 to 2.8 Mb; prey on chromosome 2, 4 to 6 Mb.

Two opposing groups of EMDs, H3K36me3/H3K4me2 and H3K27me1/H3K9me2, were found to be the major contributors to the first principal component of the PCA (Figure 4A, arrows). 

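The loadings on the first component were -0.567 for H3K36me3 and -0.482 for H3K4me2, followed by -0.380 for H3K36me2. In the opposite direction they were 0.302 for H3K27me1 and 0.247 for H3K9me2. H3K27me3 contributed least, with 0.0297.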

Closer observation of three viewpoint/prey pairs revealed how EMDs and interaction frequencies are coupled (Figure 4C). Euchromatic viewpoints, such as *FLOWERING WAGENINGEN* (*FWA*) (Figure 4C, top row), which are characterized by low levels of H3K27me1 and enrichment of H3K36me3, preferentially interacted with regions of a similar EMD pattern. This is evident from the increased H3K36me3 levels surrounding the region of high interaction frequencies and local peaks of H3K27me1 enrichment, coinciding with a significant drop in interaction frequencies (Figure 4C, top row, right panel). By contrast, heterochromatic viewpoints (Figure 4C, middle and bottom rows), which are characterized by the inverse EMD composition, preferentially interacted with regions exhibiting low H3K36me3 and high H3K27me1 levels. For example, local enrichment of H3K27me1 coincided with increased interaction frequencies to *PHE1* (Figure 4C, middle row, right panel). Moreover, the asymmetric local interactions surrounding *hk4s* appeared to be reflected by the asymmetric distribution of H3K27me1 (Figure 4C, bottom row, left panel).

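In the 37 windows of 25 fragments between 23 and 25 Mb on chromosome 5, the density of H3K36me3 averaged 1.16 times and that of H3K27me1 0.405 times the mean of the genome. Between 12 and 14 Mb on chromosome 4, around the FWA viewpoint, these ratios were 1.24 and 0.408. Over the windows of the prey region, FWA interaction values had a Spearman rho with H3K36me3 of 0.193 in replicate A and 0.223 in replicate B. With H3K27me1 rho was 0.0749 and 0.0688. These correlations are across neighbouring windows, which are not independent, and were not tested.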

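Between 20 and 22 Mb on chromosome 1, H3K27me1 averaged 0.504 times and H3K36me3 1.03 times the mean of the genome. Over 36 windows there, PHE1 interaction values had a rho of 0.232 (replicate A) and 0.126 (replicate B) with H3K27me1, and of -0.208 and -0.229 with H3K36me3. Around the PHE1 viewpoint (23.5 to 25.5 Mb, 39 windows), H3K27me1 was at 0.365 times and H3K36me3 at 1.02 times the mean. There rho was -0.130 and -0.0532 with H3K27me1, and -0.263 and -0.271 with H3K36me3. For hk4s between 4 and 6 Mb on chromosome 2, H3K27me1 was at 3.6 times and H3K36me3 at 0.267 times the mean. Over 34 windows rho was 0.290 and 0.0790 with H3K27me1. With H3K36me3 it was -0.161 in replicate A and 0.0732 in replicate B, so the replicates differ in sign.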

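Over the 35 windows between 0.8 and 2.8 Mb on chromosome 4, the rho of hk4s interaction values with H3K27me1 was 0.633 in replicate A and 0.665 in replicate B, and with H3K36me3 it was -0.605 and -0.645. H3K27me1 covered 28.8% of the nucleotides in the knob (fragments from 1548832 to 2299404), 4.84% in the distal flank (from 799706) and 8.99% in the proximal flank (to 2782159). The viewpoint lies in the knob, so the decay of reads with distance alone can give correlations of these signs. It was not separated, so these correlations do not decide whether contacts follow H3K27me1.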

Additionally, we performed PCA separately for individual viewpoints (see Additional file 14: Figure S15). 

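In principal component analyses of single windows for each viewpoint, the first component explained between 65.2% (AT1G51860) and 76.6% (hk4s) of the variance with the covariance matrix, and between 60.7% and 70.1% with the correlation matrix. H3K36me3 had the largest loading for 13 of 13 viewpoints.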

Although the same EMDs could be identified as major factors for most viewpoints, the first component of the PCA was less dominant, indicating a more complex collaboration of factors separating control regions from prey regions. Furthermore, various viewpoints did not show a very clear separation of prey and control regions. 

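As a measure of separation, the percentage of pairs of a prey and a control window in which the prey lay farther towards H3K36me3 on the first component was computed, where 50% means no separation. It was 36.6% for PHE1, 26.2% for hk4s and 38.4% for AT1G51860. The closest values to 50% were those of YAO (45.6%), AG (55.3%) and AT3G44380 (44.0%), and the highest was 79.6% for MEA F8.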

Interestingly, this was most evident for viewpoints whose preys are associated with heterochromatic marks (*PHERES1* (*PHE1*), *hk4s*, *AT1G51860*) (see Additional file 14: Figure S15).

To address the individual contribution of epigenetic marks to the interactome, we performed a test based on a modified Gene Set Enrichment Analysis (GSEA) [33]. In summary, we tested whether prey regions would show a non-random distribution in their EMD profiles (see Materials and Methods for a detailed description). The obtained empirical *P*-values are indicative of the likelihood of a random set of regions to show a similar distribution of EMD values as the tested prey regions (Table 1).

**Table 1:** Analysis of the epigenetic landscape

**Genomic feature**	** P-value**^**a**^	
	**Permutation test**	**GSEA-like test**
H3	0.1013	0.0779
H3K18ac^b^	**0.0335**	**0.0178**
H3K27me1^b^	**0.0249**	**0.0084**
H3K27me3	0.3355	0.099
H3K36me2^b^	**0.0033**	**0.0051**
H3K36me3^b^	**0.0033**	**0.0054**
H3K4me2^b^	**0.0033**	**0.0051**
H3K4me3^b^	**0.0037**	**0.0051**
H3K9ac^b^	**0.0033**	**0.0051**
H3K9me2^b^	**0.0325**	**0.0057**
Transcription^b^	**0.0033**	**0.0054**
CG methylation replicate 1^b^	**0.0065**	**0.0054**
CHG methylation replicate 1^b^	**0.0083**	**0.0051**
CHH methylation replicate 1^b^	**0.0083**	**0.0051**
CG methylation replicate 2^b^	**0.0083**	**0.0054**
CHG methylation replicate 2^b^	**0.0087**	**0.0051**
CHH methylation replcate 2^b^	**0.0083**	**0.0051**
Genomic DNA	0.0871	0.056

^a^Table contains adjusted *P-*values (false discovery rate; FDR (Benjamini-Hochberg)) for genomic features tested with a permutation test or a Gene Set Enrichment Analysis (GSEA)-like algorithm.

^b^Genomic features differing significantly between prey and control regions (α = 0.05).

To independently investigate whether control and prey regions differ significantly for individual epigenetic features, we developed a permutation test. In the first step, we calculated for each viewpoint the mean density for each epigenetic feature (Figure 4B and Additional file 15: Figure S16). Epigenetic features that coincide with the occurrence of heterochromatin and euchromatin, such as DNA methylation, clearly split the viewpoints into two groups. Whereas viewpoints such as *PHE1*, *AT1G51860*, and *hk4s* had high methylation levels in their prey regions and low methylation levels in control regions, viewpoints that occur in euchromatin showed an inverse pattern. Similar patterning was also detectable for other epigenetic modifications (Figure 4B; see Additional file 15: Figure S16).

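Mean differences between preys and controls over 1000 draws of up to 50 windows of each kind are given with the SD over draws. Every prey was drawn each time for PHE1, AT3G44380, hk4s and YAO, and nearly every one for AG and SWN. For these viewpoints the SD covers the draw of controls and little or none of the variation among preys. H3K36me3, H3K4me2, H3K4me3, H3K9ac and transcription were denser in preys than in controls for the same 8 viewpoints (MEA F6, MEA F8, FIS2, CKI1, AG, FWA, FLC and SWN) and less dense for PHE1, AT1G51860, AT3G44380 and hk4s, with H3K4me2 of PHE1 within the spread of draws (-1.11 ± 1.78). For YAO, all 5 differences lay within that spread, as for H3K36me3 (-2.39 ± 3.09). For H3K36me3 the difference in percentage points ran from 12.5 ± 2.4 for MEA F8 to -21.0 ± 2.36 for hk4s, and it was -4.67 ± 2.25 for PHE1 and -6.32 ± 2.43 for AT1G51860. H3K27me1 was denser in the preys of hk4s by 22.9 ± 1.71. Its differences were 0.665 ± 1.84 for AT1G51860 and -1.60 ± 1.68 for PHE1, within the spread of the draws.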

The inverse patterning of the epigenetic landscape between different viewpoints made it difficult to perform statistical tests using EMD values directly. Therefore, we calculated the absolute difference in the density of the epigenetic features density between control and prey regions. In essence, we tested whether the absolute difference in EMD values between prey and control regions were significantly different from the absolute difference between two sets of randomly selected regions. As a test set, we shuffled the 50 prey and 50 control regions into two randomized groups. As for the prey and control regions, we then calculated means and subsequently absolute differences between the two randomized groups. By repeating the permutations 1,000 times, we obtained a distribution of absolute differences between the two randomized groups for each epigenetic feature. This allowed us to calculate empirical *P*-values, which describe the chance that two randomly selected regions would differ more in their EMD setup than would prey and control regions (Table 1).

In line with the previously performed PCA, both tests revealed that the densities of most epigenetic features differed significantly between control and prey regions (Table 1). 

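With up to 50 preys and as many controls per viewpoint (39 for AT3G44380, 44 for hk4s and 27 for YAO, which had fewer preys) and 1000 permutations, the mean absolute difference passed an adjusted p of 0.05 for 6 of 12 features. These were H3K4me2, H3K4me3, H3K36me2, H3K36me3, H3K9ac and transcription, each with an adjusted p of 0.00846. H3K36me3 differed most, by 9.91 percentage points against 2.47 between random groups. In this permutation test, H3K27me1 (5.55 against 1.89 percentage points, adjusted p = 0.0543), H3K9me2 (adjusted p = 0.0563) and H3K18ac (adjusted p = 0.0734) did not pass. The test sets a mean over 13 viewpoints against random differences of single viewpoints, which spread more widely. Fewer features pass by construction, so a feature that did not pass is not shown to be alike in preys and controls. At an unadjusted p of 0.05, 8 features passed. Preys at P of 0.001 or less gave the largest change, with 0 features past the adjusted threshold.
In the GSEA-like test outside the viewpoint arm, 12 of 12 features had an adjusted p of 0.0001, the smallest that 10000 random sets can give. Enrichment scores ran from 0.214 for H3 to 0.429 for H3K4me2, against 0.143 on average for random sets. Preys lie in blocks along the chromosomes, and random sets of windows do not. In 20 simulated runs, preys were placed in random blocks, part of them at the same places in every viewpoint. The GSEA-like test then called 10.35 of the 12 features on average, and the permutation test 0. How many of these calls come from the shared places was not tested. The 0 calls of the permutation test fall under the limit given above. In a test chosen after seeing these values, the preys of every viewpoint were moved along the genome by a common random distance, repeatedly, with a smallest possible p of 0.0005. Then 11 features passed by score, H3K4me2 with an adjusted p of 0.009, and 0 by difference, where 6 passed unadjusted and the lowest adjusted p was 0.075.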

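For histone H3, the mean absolute difference between preys and controls was 2.98 percentage points, against 1.5 between random groups (adjusted p = 0.136, permutation test, with the limit given above). The difference was largest for hk4s, with 15.3 ± 1.43 percentage points (SD over draws). For the other viewpoints it ran from -2.34 ± 1.40 (PHE1) to 4.74 ± 1.88 (YAO). The SD of these 3 viewpoints covers the draw of controls alone. With moved prey positions, the adjusted p for H3 was 0.310 by difference and 0.0895 by score.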

Histone H3 occupancy, however, did not differ significantly between the two groups, indicating that histone density itself does not correlate with a viewpoint’s interactome. Additionally, no significant difference in genomic control data could be observed, rendering possible sequencing and alignment biases of the analyzed EMD dataset unlikely.

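Genomic DNA differed by 2.99 percentage points between preys and controls, against 1.49 between random groups (adjusted p = 0.136, permutation test). The limit of the permutation test given above holds here as well, so this p does not show that preys and controls are alike. With moved prey positions, the adjusted p was 0.310 by difference and 0.046 by enrichment score, which was 0.244. Preys were denser in genomic DNA for AT3G44380, hk4s and YAO and less dense for the other 10 viewpoints.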

In summary, we conclude that the epigenetic landscape coincides with the interactome. This is mainly reflected by distinct euchromatic and heterochromatic interactomes.

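On the first component over all viewpoints, where negative scores go with H3K36me3, preys scored from -16.6 (CKI1) to -5.74 (AG) for the 8 viewpoints with preys rich in H3K36me3, and controls from 2.21 to 6.38. Preys of PHE1 (13.2), AT1G51860 (12.9), AT3G44380 (7.24) and hk4s (29.2) scored above their controls, which lay between 1.19 and 3.58. Preys of YAO scored -0.190 against 3.94 in its controls. From the tests and these groups, the paper concludes that the epigenetic landscape coincides with the interactome, with distinct euchromatic and heterochromatic interactomes.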

### The heterochromatic knob evades its euchromatic environment

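For the 10 viewpoints that are not on the short arm of chromosome 4, mean RPM per fragment in the knob was compared with that in its flanks. The knob was taken from Figure 4C, read by eye, as the fragments of chromosome 4 from 1548832 to 2299404, and the flanks as those from 799706 and up to 2782159 on either side. The log2 ratio was -0.50 (SD 0.33, n = 10) and negative in 9 of 10 viewpoints (exact sign-flip permutation test, two-sided p = 0.00391). It was lowest for MEA F6 with -1.07 ± 0.19 (SD, n = 2 replicates). Counting each fragment with reads as 1 changed the ratio most, to 0.04 (exact sign-flip permutation p = 0.209). In the first sequencing batch alone it was -0.58 (exact p = 0.0156, 8 viewpoints).

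**Figure D3:**
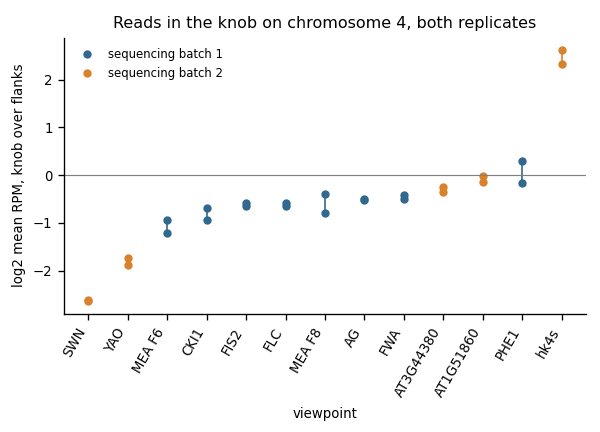
Log2 ratio of mean RPM in the knob to that in its flanks for each viewpoint, with replicates A and B joined by a line and colours for the sequencing batches. Besides hk4s, which lies in the knob, PHE1 is the viewpoint with a mean above 0.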

Analyzing the read numbers of a first set of 4C viewpoints, we consistently observed a drop in read numbers for a region situated in the center of the short arm of chromosome 4 (Figure 5B; see Additional file 1: Figure S1; Additional file 2: Figure S2; Additional file 3: Figure S3; Additional file 4: Figure S4; Additional file 5: Figure S5; Additional file 6: Figure S6; Additional file 7: Figure S7; Additional file 8: Figure S8; Additional file 9: Figure S9; Additional file 10: Figure S10; Additional file 11: Figure S11; Additional file 12: Figure S12; Additional file 13: Figure S13). Unexpectedly, this drop in interaction frequency was observed irrespective of the location of the viewpoint. Additionally, we did not observe this drop with visual inspection of genomic sequencing data, implying no mappability bias. Therefore, we hypothesized that global constraints of chromosomal architecture govern genome-wide interactions with this region.

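The exception was PHE1, with 0.06 ± 0.34 (SD, n = 2). For AT1G51860 the drop of -0.08 ± 0.10 was within the spread of its replicates, and for AT3G44380 it was -0.30 ± 0.07. AG and FWA, on the other arm of chromosome 4, had -0.52 ± 0.01 and -0.46 ± 0.05.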

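Genomic DNA reads had a log2 ratio of -0.14 between knob and flanks. Divided by this ratio, the 4C ratio of the 10 viewpoints was -0.36 (SD 0.33; exact sign-flip permutation test, p = 0.0117; negative in 8 of 10). Fragments of the knob average 1868 bp, and those of the flanks 1952 and 1993 bp. Within 4 classes of fragment length the ratio was -0.45 (SD 0.33, exact sign-flip permutation p = 0.00586).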

**Figure 5:**
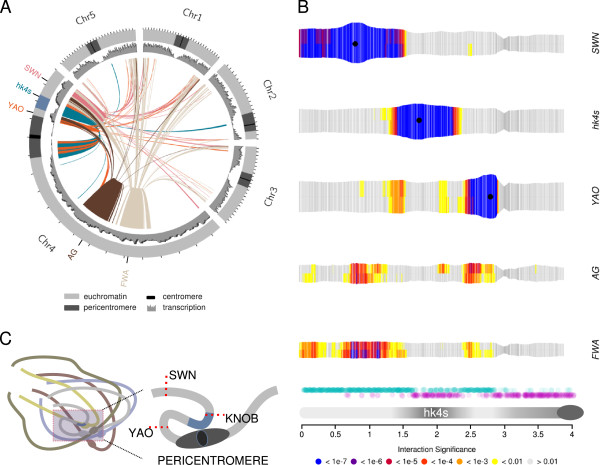
**Interactome of the knob *hk4s. *(A)** Circos plot illustrating all *cis* and *trans* interactions of viewpoints located on chromosome 4. Only interactions with *P* ≤ 10^-4^ were considered. Line color corresponds to the color of the viewpoints name indicated at the periphery of the plot. Chromosomes are not drawn to scale. **(B)** Representation of interaction frequencies for viewpoints situated on chromosome 4. Note that only the region up to 4 Mb is plotted, therefore, viewpoints *AG* and *FWA* cannot be seen. Black dots show positions of viewpoints; turquoise dots, genes; violet dots, transposable elements; light grey, euchromatic chromosomal segment; dark grey, heterochromatic chromosomal segments; dark grey ellipse, centromere. **(C)** Model of a potential mid-range chromosomal loop, connecting *hk4s* with the centromere of chromosome 4.

Exploring the region in more detail, we found that it corresponds to the heterochromatic knob (*hk4s*), which is cytogenetically detectable and has been described previously [12,34] (see Additional file 9: Figure S9).

To analyze the implications of *hk4s* on chromosomal architecture in more detail, we designed three additional 4C assays. We set a viewpoint within *hk4s* and two viewpoints flanking *hk4s* in a more distal region (*SWINGER* (*SWN*)) and a more proximal region (*YAO*) of the short arm of chromosome 4. As the flanking viewpoints were set relatively close to *hk4s*, we expected increased frequencies of interactions within the knob and the viewpoints, owing to the previously observed local enrichment of interactions surrounding the viewpoints. However, the local interaction frequency of both neighboring viewpoints dropped sharply on the borders of *hk4s* (Figure 5A, Figure 5B; see Additional file 8: Figure S8; Additional file 9: Figure S9; Additional file 10: Figure S10). 

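From the distal flank, which holds the SWN viewpoint, to the knob, SWN reads fell from 590 ± 15.1 (SD, n = 2 replicates) to 62.4 ± 0.968 RPM per fragment. Beyond the knob, in the proximal flank, they were at 75.5 ± 3.93. For YAO, whose viewpoint is in the proximal flank, they fell from 1036 ± 1.75 there to 149 ± 11.2 in the knob, and were at 194 ± 7.27 in the distal flank. The log2 ratio of knob to flanks was -2.63 ± 0.02 for SWN and -1.81 ± 0.10 for YAO. It includes the decay with distance from each viewpoint, which was not separated. Counting fragments with reads as 1, the mean of both was -0.01. The runs of local preys ended within the knob, at 1709358 for SWN and at 2262741 for YAO, where windows over a border reach into it. Of the 244 windows wholly within the knob, 0 were preys of SWN and 51 of YAO.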

*YAO* (coordinate at 2.75 Mb) is situated adjacent to the border of the pericentromere (coordinates 2.78 to 5.15 Mb) [3]. Interestingly, the local interaction pattern appears to be asymmetric. We observed a loss of specific interactions not only along the boundary to the knob but also along the much closer border of the pericentromeric region (Figure 5B; see Additional file 10: Figure S10). 

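In the pericentromere of the short arm (2.78 to 3.96 Mb), YAO reads averaged 130 ± 10.6 RPM per fragment (SD, n = 2 replicates), and across the centromere (to 5.15 Mb) 30.8 ± 0.797. The local run of preys reached 0.483 Mb from the viewpoint towards the knob and 0.183 Mb towards the centromere, to 2928412. Fragments of this pericentromere average 916 bp, against 1993 bp in the proximal flank.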

The defined sharp boundaries for local *YAO* interactions resembled the interaction pattern of *hk4s*. Whereas *YAO* resides in euchromatin surrounded by heterochromatin, *hk4s* can be viewed as its counterpart, residing in heterochromatin but surrounded by euchromatin (Figure 5B).

Regions situated on the long arm of chromosome 4 (*AGAMOUS* (*AG*) and *FWA*) interacted strongly with regions surrounding *hk4s,* including *YAO*, but not with *hk4s* itself (Figure 5B; see Additional files 11: Figure S11; Additional file 12: Figure S12), resembling the sharp drop in the interaction frequencies of *SWN* and *YAO* (Figure 5A, Figure 5B; see Additional file 8: Figure S8; Additional file 9: Figure S9; Additional file 10: Figure S10).

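AG reads averaged 21.3 ± 0.0222 RPM per fragment (SD, n = 2 replicates) in the distal flank, 15.0 ± 0.324 in the knob and 21.8 ± 0.641 in the proximal flank, which contains YAO. FWA reads averaged 25.7 ± 1.38, 17.4 ± 0.197 and 21.1 ± 0.753 in these segments. Both fell again in the pericentromere of the short arm, to 12.1 ± 1.38 (AG) and 12.4 ± 0.266 (FWA). At P of 0.0001 or less, AG had 0 and FWA 69 prey windows on the short arm.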

Consistent with observations for the two flanking viewpoints, the significant local interaction frequencies of the viewpoint set in the center of *hk4s* were limited by the borders of the knob. Additionally, we observed strong interactions of *hk4s* with the pericentromeric regions of chromosome 4 and with the pericentromeres of other chromosomes (Figure 5A). 

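The run of hk4s preys went from 1232244 to 2457183 on chromosome 4. A window over a border reaches past it. Of the windows wholly outside the knob borders used here, 46 of 600 on the distal side and 0 of 889 on the proximal side were preys. Reads averaged 1039 ± 151 RPM per fragment (SD, n = 2 replicates) in the knob, 203 ± 0.496 in the distal flank and 159 ± 3.13 in the proximal flank.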

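At P of 0.0001 or less, hk4s had 530 prey windows on the long arm of chromosome 4. Of these, 447 lay within 1.2 Mb of the centromere, which were all 447 windows of this region. On other chromosomes it had 66 prey windows, of which 6 (9.09%) lay within 1.2 Mb of a centromere, all on 1 of 8 arms, against 8.87% of all windows. At P of 0.01 or less, 20.9% of 489 did. At the stricter P, the other 60 were on the right arm of chromosome 5, and their chromatin was not examined. The limit of 1.2 Mb follows the pericentromere of chromosome 4 and may not match that of other chromosomes. In reads, the log2 ratio of regions within 1.2 Mb of the centromeres to the rest of the arms on other chromosomes was 0.06 ± 0.08 for hk4s (SD, n = 2 replicates), the 2nd highest of 13 viewpoints after AT1G51860 with 0.34 ± 0.27. SWN (0.02 ± 0.16) and PHE1 (0.01 ± 0.07) came next, and CKI1 was lowest with -0.98. The sign of the hk4s ratio changed with the processing. Within 0.6 Mb of the centromeres it was -0.24, with NlaIV as the other enzyme 0.29, and without fragments over 10 times the median of genomic DNA reads, an alternative chosen after seeing the values, -0.16.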

The apparent absence of specific interactions between *hk4s* and the pericentromere of the short arm of chromosome 4 is likely to be an artifact of the method used to assign *P*-values. Indeed, as *P*-values were calculated for individual chromosome arms, the high number of reads covering the viewpoint itself masks other regions on the same chromosome from being associated with low *P*-values.

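Of the 746 windows on the short arm of chromosome 4 within 1.2 Mb of the centromere, 0 were preys of hk4s at P of 0.0001 or less, while the arm held 398 preys elsewhere. Reads in this pericentromere nevertheless averaged 77.4 ± 10.5 RPM per fragment (SD, n = 2 replicates), more than the 55.5 ± 1.33 in the pericentromere of the long arm, where all windows were preys.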

## Discussion

### Replication and the choice of appropriate window size are key to ensuring robustness of 4C

Based on a correlation analysis of biological replicates, we show that 4C interaction profiles in *Arabidopsis* can be reproducibly obtained. However, reproducibility is dependent on the window size chosen. 

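In windows of 25 fragments, the correlation between duplicates had an SD of 0.0883 over the 13 viewpoints and ran from 0.638 to 0.928.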

As chromosomal interactions are dynamic and partly stochastic, one single restriction fragment of two replicates can vary considerably in read number. Taking windows consisting of several fragments into account can balance this variation. As we were mainly interested in the global architecture of the *Arabidopsis* nucleus, we chose window sizes of up to 100 restriction fragments. However, the resolution for studying short-range interactions is decreased by increasing the window size. Whereas 4C is well suited to study mid-range and long-range interactions in *Arabidopsis*, it is not necessarily the method of choice to study short-range interactions (for example, promoter/enhancer interactions). Regulatory sequences that are presumably involved in short-range interactions, such as chromatin loops, are often separated by less than a few kb. They are, therefore, difficult to analyze using 3C technologies, which rely on a sufficient number of restriction sites between the two regions of interest to confer satisfactory resolution.

### *Arabidopsis* and *Drosophila* show comparable chromatin compaction and genome size

The interaction decay exponent describes the slope with which the interaction probability decays from the viewpoint. Therefore, it can provide an approximation of regional chromosomal compaction. Theoretically, a steeper slope indicates decreased flexibility of a given viewpoint, as distant regions are less likely to interact with it. Decreased flexibility can be interpreted as higher local chromatin compaction. *Drosophila* and *Arabidopsis* are similar with respect to chromosome number, genome size, total number of genes, and nuclear volume [1,35]. These characteristics could lead to similar constraints of chromosomal architecture. The interaction decay exponent determined in this study (−0.73) is close to that described earlier for *Drosophila* (−0.85) [22]. Interestingly, the interaction decay exponent in human nuclei is lower (−1.08), implying higher local compaction [18]. This observation is consistent with the physical characteristics of human nuclei compared with those in *Arabidopsis* and *Drosophila*. Although varying considerably, human nuclei show a lower volume/DNA ratio than the nuclei in *Drosophila* and *Arabidopsis*, indicating a higher global chromatin compaction [35]. It is important to mention, however, that interaction decay exponents cannot be compared very easily between different studies, as the calculated exponents of the power law scaling depend on the range of distances used for calculations. However, which scale best describes an overall distance-dependent interaction decay is a matter of debate. Additionally, the slope with which interactions decay was previously shown to vary between domains with different epigenetic landscapes [18,22]. We observed a variation in interaction decay exponents between the different viewpoints, from −0.56 to −0.96 (see Additional file 16: Figure S14). However, we could not explain these differences, either by the positional or by the epigenetic environment of a given viewpoint. Therefore, the global distance-dependent interaction decay does not necessarily add to the understanding of how interaction frequencies decrease with distance from an individual viewpoint.

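By mean reads per fragment, the slopes of single viewpoints ran from -0.806 for CKI1 to -0.607 for FLC. By summed reads they ran from 0.00293 for CKI1 to 0.247 for PHE1.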

How and whether global nuclear compaction and interaction probability decay really correlate is not entirely clear. An exploration of the *Arabidopsis linc1,linc2* double mutant could possibly answer this question, as these plants were reported to exhibit increased DNA density compared with wild-type plants [1].

### 4C results refine the view on general chromosomal architecture in *Arabidopsis*

The investigation of general features of chromosomal architecture in this study is consistent with previous findings studying *Arabidopsis* nuclei using cytogenetic methods [27,36]. However, 4C technology enables us to generate genome-wide interaction maps for various viewpoints and, hence, does not depend on a pair-wise analysis of two interacting sequences. This greatly adds to our understanding of general constraints on chromosomal architecture.

Basic interaction units appear to be defined as chromosome arms, with centromeres acting as a boundary. These findings are in agreement with an earlier study by Schubert and colleagues, reporting that chromosome arms are localized in distinct territories, as evidenced by FISH on *Arabidopsis* nuclei [36]. However, whether centromeres always act as strict boundaries cannot be conclusively answered, as the boundary effect of centromeres is likely to vary between the different chromosomes.

We observed a strong influence of the chromosomal location of a viewpoint on its interaction potential. Remarkably, the linear organization of chromosomes was reflected in the overall interaction potential of a given viewpoint, despite the dense packaging of the genome in the nucleus.

We propose that centromeres anchor the chromosomes in the nucleus, thereby allowing chromosome arms to protrude inside the nuclear volume [25-28]. The flexibility of chromosome arms thus increases with their length, allowing distant regions to interact more frequently in *trans* than more centrally located regions. Our hypothesis is supported by strong evidence for clustering of centromeres and their adherence to the nuclear matrix in different model organisms [37-39]. Taken together, these findings may explain why regions with a similar distance to the centromeres, which act as anchor points, preferentially interact with each other.

We also observed significant inter-telomeric interactions. A high interaction frequency of (sub-)telomeric regions in *Arabidopsis* was recently also shown by FISH [36]. In addition, previously published HiC data suggest increased interaction frequencies between telomeres [21,38]. By contrast, telomeres and centromeres do not interact, indicating a strict separation of these two key organizational elements of *Arabidopsis* chromosomes. These findings are in line with previous studies, and may be explained by the nucleolar localization of telomeres [27,40].

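Preys on other chromosomes within 1.2 Mb of a centromere made up 0.444% for MEA F6 and 0% for MEA F8 and CKI1, the viewpoints with a relative distance above 0.96. Among all windows the share was 9.05% for CKI1 and 10.5% for both MEA viewpoints. Preys of FIS2, AG, FWA, FLC and SWN had a share of 0% as well. So did those of AT3G44380 and YAO, at relative distances of 0.248 and 0.306, so the low share does not set distal viewpoints apart. It was 5.45% for AT1G51860, 17.0% for PHE1 and 20.9% for hk4s.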

Remarkably, in *Drosophila*, long-range interactions seem to occur nearly exclusively within the viewpoint’s chromosomal arm [30]; however, in the present study, up to 50% of all interactions were found to be outside this region*.* Whether this difference from *Drosophila* holds biological meaning is unclear. The presence of a higher number of individual cell types in the sample could theoretically increase the number of observable interactions, and result in a more complex interactome of a given viewpoint. Such increased complexity could thereby lead to an increased number of *trans* interactions. However, we do not estimate the number of cell types to be significantly different between the present study and the report by Tolhuis and colleagues, in which 4C was performed on *Drosophila* larval brain tissue [30], as the aerial seedling tissue used in our study is predominantly composed of mesophyll cells. The phase of the cell cycle might be a more important confounding factor. Over a cell cycle, chromosomal architecture changes dramatically. Cells of *Arabidopsis* seedlings divide at high frequency, leading to a rather short time period in which cells reside in interphase. Therefore, the proportion of cells in specific stages of the cell cycle could be a major factor influencing the (average) chromosomal conformation of a population of cells.

### The interactome of a viewpoint is reflected in its epigenetic landscape

PCA revealed two distinct groups of prey regions, which could be discriminated mainly by the level of H3K36me3/H3K4me2 and H3K27me1/H3K9me2 densities. Interestingly, these histone modifications are commonly attributed to euchromatin or heterochromatin, respectively [31]. Furthermore, the heterochromatic pair H3K27me1/H3K9me2 is described to be the major component of ‘chromatin state 3’, which is mainly associated with transposable elements, as previously reported by Roudier and colleagues, whereas the pair H3K36me3/H3K4me2 primarily contributes to ‘chromatin state 1’, associated with active genes [3]. Filion and colleagues describe five distinct chromatin types in *Drosophila*, distinguished by the composition of proteins adhering to the DNA. H3K4me2 was shown to be most abundant in ‘red chromatin’, which represents one of two euchromatic chromatin states, whereas H3K9me2 is enriched in ‘green chromatin’, which can best be described as the classic heterochromatin of pericentromeric regions [4]. As anticipated by previous cytological studies of *Arabidopsis* nuclei, the interactome obtained by 3C technologies can be separated into two distinct domains, correlating with both the epigenetic and the cytogenetic definition of heterochromatin and euchromatin. Interestingly, this distinction is not only confined to *cis* interactions but can also be observed at the level of the whole genome. In addition, we suggest a further discrimination of heterochromatic interactions. The purely heterochromatic viewpoint *hk4s* predominantly interacts with visible heterochromatin such as the pericentromeric regions. 

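The 746 PHE1 preys on other chromosomes spread over 8 arms. The largest groups were 223 windows between 10129572 and 12666682 on the left arm of chromosome 3, 197 between 4975759 and 18224462 on the right arm of chromosome 2, and 119 between 15246140 and 16439374 on the right arm of chromosome 3, where the centromere lies at 13.6 Mb. Within 1.2 Mb of a centromere lay 17.0% of them, against 9.97% of all windows. In all PHE1 preys of 25 fragments, those on the viewpoint arm included, H3K27me1 covered 6.73% of the nucleotides, against 8.44% in controls. Around the viewpoint H3K27me1 was at 0.365 times the mean of the genome, so these values do not describe the preys on other chromosomes alone.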

*PHE1*, which shows moderate H3K27me1 enrichment surrounding the viewpoint, interacts predominantly with heterochromatic islands within otherwise euchromatic regions (Figure 2, Figure 4C; see Additional file 4: Figure S4).

Previous work in *Arabidopsis* has shown that homologous pairing is decreased in hypomethylation mutants [41], indicating a role for cytosine methylation in long-range interactions. We observed significant differences between control and prey regions with respect to their CG, CHH, and CHG methylation densities. Additionally, transcription rates exhibited significant differences between prey and control regions. Whether transcriptionally active genes interact with each other is not clear, as the genes residing in our viewpoints were not evenly balanced with regard to their transcriptional state (active versus silenced), rendering them inappropriate for statistical analysis.

Taking these results together, we conclude that interactomes share a common epigenetic landscape, leading to distinguishable heterochromatic and euchromatic interactomes. However, it is not clear to what extent individual epigenetic modifications influence the interactome, and to what extent the epigenetic landscape is the cause or consequence of a given interactome.

### The knob *hk4s*: exception or rule?

Finally, the knob *hk4s* appears as an exceptional feature within the *Arabidopsis* nuclear landscape, as it interacts predominantly with pericentromeric regions. We think that *hk4s* represents the exception that proves the rule because its interactome reflects the pericentromeric origin of *hk4s*, which arose by an inversion that placed a pericentromeric region into the center of the chromosome arm. As discussed above, heterochromatic regions form a distinct interactome, in which heterochromatic islands that reside in an euchromatic environment are included. Figure 5C illustrates a model suggesting overall chromosomal architecture and chromosomal looping of *hk4s* to the clustered centromeres. Our results indicate that the knob *hk4s* acts as an interaction insulator for its neighboring regions, and conserves its pericentromeric origin with respect to its interaction frequencies.

To date, neither a functional role as a (neo)centromere nor an association with the nuclear matrix has been reported for *hk4s.* However, the specific interaction of *hk4s* with centromeres could raise speculation concerning the functional role of *hk4s* in the nucleus. The specificity of a given region to function as a centromere is surprisingly flexible. Previous reports show that in maize, centromere identity is not irreversibly defined. Wolfgruber and colleagues demonstrated that the centromere of maize chromosome 5 has moved to a new location, due to the invasion of non-centromeric retrotransposons, splitting the centromere into two. Consequently, one of the two cleavage products lost its association with histone CenH3, which defines centromeres epigenetically by replacing the regular histone H3 protein [42]. In maize, centromere identity correlates with the abundance of centromeric retrotransposons [43], which specifically invade centromeric regions. Nevertheless, centromere identity appears to be mainly controlled epigenetically and not by DNA sequence [44,45]. However, previous reports show that that histone CenH3 accumulation defines the functional centromere in *Arabidopsis* and that CenH3 is predominantly associated with the 178 bp centromeric repeats [46,47]. As the knob *hk4s* lacks the centromeric 178 bp repeats and is thought to originate from a pericentromic region, which is not associated with CenH3, we conclude that *hk4s* is mainly involved in heterochromatin formation, and that *hk4s* is unlikely to play a role as a (neo)centromere.

## Conclusions

Centromeres are key elements for chromosomal organization, as the position relative to the centromere strongly influences the interactome of a chromosomal region. We propose that the length of chromosome arms limits the mobility with which a region can traverse through the nuclear space and, therefore, influences the interaction potential in *trans*. Another hallmark of chromosomal architecture in *Arabidopsis* nuclei is the separation of two seemingly distinct interactomes, strongly correlating with visible heterochromatin and euchromatin. Interestingly, heterochromatic islands are partly able to evade their euchromatic context. The epigenetic landscapes of the heterochromatic and euchromatic interactome are clearly distinguishable. Therefore, histone modifications, which were previously described to be characteristic of chromatin states, may also be predictive for the interaction potential of a given chromosomal region.

## Materials and methods

### Nuclei extraction and 4C sample preparation

Seedlings of *Arabidopis thaliana* (L.) Heynh*,* accession Columbia (Col-0), were grown for 14 days on MS plates (4.3 g/l Murashige and Skoog salt (Carolina Biological Supply Company, Burlington, North Carolina, USA), 10 g/l sucrose (Applichem GmbH, Darmstadt, Germany), 7 g/l PHYTAGAR (Life Technologies Europe, Zug, Switzerland), pH5.6). Aerial tissue of seedlings was collected (approximately 10 g per sample), and distributed evenly between four conical 50 ml tubes. Under vacuum, the seedlings were incubated for 1 hour at room temperature in 15 ml freshly prepared nuclei isolation buffer (NIB: 20 mmol/l Hepes (pH8), 250 mmol/l sucrose, 1 mmol/l MgCl_2_, 5 mmol/l KCl, 40% (v/v) glycerol, 0.25% (v/v) Triton X-100, 0.1 mmol/l phenylmethanesulfonylfluoride (PMSF), 0.1% (v/v) 2-mercaptoethanol) and 15 ml 4% formaldehyde solution, then 1.9 ml of 2 mol/l glycine was added to quench the formaldehyde, and the mixture was incubated for another 5 minutes under vacuum. The seedlings were snap-frozen in liquid nitrogen, and ground to a fine powder. The powder from two initial tubes was pooled and suspended in 10 ml NIB, with added protease inhibitor (Complete Protease Inhibitor Tablets; Roche, Basel, Switzerland; two tablets in 150 ml NIB). The suspension was filtered twice through Miracloth (Calbiochem/EMD Milipore, Darmstadt, Germany) adding an additional 10 ml NIB. The filtered nuclei suspension was spun for 15 minutes at 4°C and 3000×*g*. The supernatant was discarded, and the pellet was resuspended in 4 ml NIB and transferred to two 1.5 ml reaction tubes. After the tubes were spun for 5 minutes at 4°C and 1900×*g*, the supernatant was removed, and the pellet was resuspended in 1 ml NIB, followed by centrifugation under the above conditions. This step was repeated twice. Then, the nuclei were washed twice with 1.2 × NEB buffer 4 (New England Biolabs, Ipswich, MA, USA) (10 × NEB buffer 4: 50 mmol/l potassium acetate, 20 mmol/l Tris acetate, 10 mmol/l magnesium acetate, 1 mmol/l dithiothreitol (DTT)), using the centrifugation conditions described above. The nuclei were finally resuspended in 500 ml 1.2 × NEB buffer 4, with 5 μl of 20% SDS added. The samples were incubated for 40 minutes at 65°C, followed by 20 minutes at 37°C under constant shaking, then 50 μl of 20% Triton X-100 were added. The mixture was incubated for 1 hour at 37°C under constant shaking, then 60 μl of sample was removed as a pre-digestion control.

For digestion 15 μl 10 × NEB buffer 4 and 115 μl H_2_0 were added to the samples, and digestion was started using 100 U of *Hind*III restriction enzyme (New England Biolabs). After 3 hours of incubation at 37°C, 200 U of *Hind*III were added, followed by overnight incubation at 37°C. Next morning 100 U of *Hind*III were added, and samples were incubated for a final 2 hours. An aliquot (80 μl) of the sample was transferred to a fresh tube, and kept aside as a post-digestion control. To inactivate *Hind*III, 20 μl 20% SDS were added, and samples were incubated at 65°C for 25 minutes under constant shaking. Samples were transferred to 15 ml conical tubes, and 700 μl of 10× ligation buffer (0.5 mol/l Tris-Cl, 0.1 mol/l MgCl_2_, 0.1 mol/l DTT, pH 7.5), 375 μl of 20% Triton X-100, and H_2_O to a final volume of 7 ml was added, followed by 1 hour of incubation at 37°C under constant shaking.

Ligation was performed by adding 70 μl of 100 mmol/l ATP (Roche) and 50 Weiss Units (WU) of DNA Ligase (Fermentas/ThermoFisher, Waltham, USA). The sample was incubated for 5 hours at 16°C. During incubation, additional 10 WU of DNA ligase were added. Following ligation, 30 μl 10 mg/ml proteinase K (Qbiogene; MP Biomedicals, Santa Ana, CA, USA) were added, and the sample was incubated overnight at 65°C. Next morning, 30 μl of 10 mg/ml RNase A (Roche) were added, and the sample was incubated for 30 minutes at 37°C.

The DNA was purified by two chloroform:phenol extractions, followed by ethanol precipitation using 1 ml 3 mol/l sodium acetate, 7 ml H_2_O and 25 μl glycogen, taken up to a final volume of 50 ml with ice-cold ethanol. The mixture was kept overnight at −80°C. The pellet was finally resuspended in 150 μl H_2_O.

Pre-digestion control, post-digestion control, and the final 3C sample (120 ng of DNA each) were analyzed on 1.5% agarose gels. Samples with satisfactory digestion were then pooled to proceed further.

The 3C samples were digested with a final quantity of 0.2 U/μl of the secondary restriction enzymes *Dpn*II or *Nla*III, respectively (New England Biolabs). The 4C digested samples were analyzed on an agarose gel. For the 4C ligation, 700 μl of T4 Ligase Buffer (Fermentas/ThermoFisher), 70 μl 100 mmol/l ATP, and 50 WU of DNA Ligase (Fermentas/ThermoFisher), were taken up to 7 ml with H_2_O; this mixture was added to the samples, and the ligation reaction was incubated for 5 hours at 16°C. Finally, the samples were purified by phenol:chloroform extraction, followed by ethanol precipitation, and stored at −20°C.

For each viewpoint, 16 PCRs (for detailed PCR conditions and primer sequences, see Additional file 17: Table S1) were set up, using 30 ng of 4C template for each reaction. For ease of later Illumina library preparation, primers of a subset of samples were designed with an Illumina sequencing adapter tail (batch 1: *MEA F6*, *MEA F8*, *PHE*, *FIS2*, *CKI1*, *FWA*, *AG, FLC*). For all other samples (batch 2: *AT1G51860*, *AT3G44380*, *SWN*, *hk4s*, *YAO*), Illumina sequencing adapters were ligated later in the library preparation process.

An aliquot of each PCR product was analyzed on an agarose gel, and the remaining PCR product was purified using the QIAquick PCR Purification Kit (Qiagen, Hilden, Netherlands), following the manufacturer’s protocol.

### Library preparation

Hereafter, library preparation is described for samples that had no Illumina (Illumina, San Diego, CA, USA) adapter attached to the 4C primer. Samples of each replicate were pooled in equimolar amounts, and assessed on a Bioanalyzer (Agilent Technologies, Santa Clara, CA USA). Finally, each sample volume was adjusted to 100 μl using H_2_O. Replicates were then split into two aliquots of 50 μl each, and 10 μl of Resuspension Buffer (RSB; Illumina) and 40 μl End-Repair Mix (ERP) (Illumina) was added. The mixture was incubated for 30 minutes at 30°C. Then, 100 μl of Agencourt AMPure beads (Beckman Coulter, Brea, CA, USA) were added, and the mixture was incubated for 15 minutes at room temperature. The reaction tubes were then placed on a magnetic stand. The supernatants were removed without disturbing the beads, and 400 μl of freshly prepared 80% ethanol was added. After 30 seconds, the ethanol was replaced with another 400 μl of 80% ethanol. The supernatant was removed, and the tubes were left open to dry. The beads binding the 4C PCR products were resuspended in 17.5 μl RSB, and incubated for 2 minutes before being placed on a magnetic stand for 15 minutes. Finally, 15 μl of sample was transferred to a fresh 0.2 ml reaction tube. To each sample, 2.5 μl of RSB and 12.5 μl A-tailing Mix (ATL) (Illumina) were added and mixed thoroughly, followed by incubation at 37°C for 30 minutes. Following this, 2.5 μl of RSB, 2.5 μl of DNA Ligase Mix (LIG) (Illumina) and 2.5 μl of indexed DNA adapters (Illumina) were added, and mixed gently by pipetting the mixture up and down. Subsequently, the mixture was incubated for 10 minutes at 30°C. To inactivate the reaction 5 μl of Stop Ligase Mix (STL) (Illumina) were added, and samples were transferred to a fresh 1.5 ml reaction tube. Then 42.5 μl of Agencourt AMPure beads (Beckman Coulter) were added to each tube, and the mixture was incubated for 15 minutes at room temperature. The tubes were subsequently placed on a magnetic stand for 2 minutes, then 80 μl of supernatant were removed and replaced with 200 μl of freshly prepared 80% ethanol. After incubation for 30 seconds, the supernatant was removed, and the tubes were left open to dry. The previous ethanol washing step described above was repeated once, then, the pellet was resuspended in 52.5 μl RSB. After 2 minutes of incubation at room temperature, tubes were placed on a magnetic stand for 2 minutes, then 50 μl of the supernatant were transferred to a fresh 1.5 ml reaction tube. The Agencourt AMPure (Beckman Coulter) cleanup was repeated once; however, at the final step, instead of being suspended in 52.5 μl RSB, the pellet was resuspended in 22.5 μl RSB, of which 20 μl were transferred to a fresh 0.2 ml reaction tube. Samples with adapters already attached to the 4C PCR primers were treated in the same way from this point on. To perform final library amplification, 5 μl of PCR Primer Cocktail (PPC) and 25 μl of PCR Master Mix (PMM) (both Illumina) were added to each tube. PCR was performed under the following conditions: 98°C for 30 seconds; then 12 cycles of 98°C for 10 seconds, 60°C for 30 seconds, and 72°C for 30 seconds; followed by a final elongation at 72°C for 5 minutes. Samples were then transferred to a 1.5 ml reaction tube, and 50 ml of Agencourt AMPure beads (Beckman Coulter) were added. After 15 minutes of incubation at room temperature, the tubes were placed on a magnetic stand for 2 minutes. Following this, 95 μl of supernatant were removed, and the beads were washed twice with 200 μl of freshly prepared 80% ethanol. After the supernatant was removed, tubes were left open to dry. The pellet was then resuspended in 32.5 μl RSB and incubated for 2 minutes at room temperature. The tubes were placed on a magnetic stand, and 30 μl of the purified library were transferred to a fresh 1.5 ml reaction tube. From each library a 10 nmol/l stock in Tris-Cl (pH 8.5) with 0.1% (v/v) Tween 20 was prepared. All replicates in the libraries were subsequently pooled, and used for Illumina HiSeq 100 bp single end sequencing. For each batch of replicates, one lane per replicate was loaded (total of four lanes). Batch 1 replicate A had a total yield of 92,063,669 raw reads, with a mean quality score of 35.35. Batch 1 replicate B had a total yield of 80,777,012 raw reads with a mean quality score of 35.31; batch 2 replicate A had a total yield of 43,296,252 raw reads with a mean quality score of 36.85; and batch 2 replicate B had a total yield of 55,187,969 raw reads with a mean quality score of 36.76.

### 4C sequencing data pre-processing

The two fastq files (one per replicate) were split into separate viewpoints according to the 4C primer sequences and the *Hind*III restriction pattern within the reads. No mismatches were allowed, and the remaining reads were discarded. After removal of primer and restriction site sequences, reads were trimmed to 30 bp and aligned to the *Arabidopsis* reference genome [48] using bowtie (version 0.12.7) [49] with the command line arguments -a -v 0 -m 25. For alignment statistics, see Additional file 17: Table S2.

Reads with multiple alignments were processed as described previously [50]. Because we estimated the length of a single interaction unit as 100 kb, we used an allocation distance of ±50 kb. To specify potential 4C fragments, we generated an *in silico Hind*III digest of the *Arabidopsis* Col-0 genome. Reads mapping to the ends of the resulting fragments were considered for further analysis. For a more robust measure of interactions, fragments were then used to generate windows spanning a larger region of the genome (that is, 100 fragments, corresponding to 180 kb on average). During this process, fragments closer than 1 kb to the viewpoint were discarded, given that a large proportion of their reads would probably originate from incomplete digestion and/or self-circularization. Furthermore, we discarded all fragments closer than 100 kb to a centromere, as the quality of alignments to centromeres is low. Finally, fragments whose distance from the primary restriction site to the first occurring secondary restriction site was 1000 bp or more with respect to both ends of the fragment were also removed. As a measure of interaction of a given window (interaction value), fragment counts were log-transformed to avoid high impact of outlier fragments, and then summed. Depending on the downstream analysis, windows spanned either 100 fragments from each fragment on (overlapping) or 25 fragments starting from every 25th fragment (non-overlapping).

Processed 4C data files (split according to primer sequence) and raw-data sequencing files are publically available on Gene Expression Omnibus (GEO), accession number GSE50181.

### Data processing of histone modifications, transcription, DNA methylation, and genomic sequencing

To add additional information, such as histone modification patterns and transcription rates, we obtained publicly available data from GEO [51], specifically ChIP sequencing (ChIP-seq) data GSM701923, GSM701924, GSM701925, GSM701926, GSM701927, GSM701928, GSM701929, GSM701930, GSM701931 [30], and RNA-seq data GSM701934 [30]. Pre-processed DNA methylation data was obtained from [32].

ChIP-seq and RNA sequencing (RNA-seq) reads (SOLiD sequencing, 50 bp (Applied Biosystems/Life Technologies) were aligned to the *Arabidopsis* reference genome (Col-0, TAIR10 [52]) using bowtie (version 0.12.7) with the following command line arguments: –a –v 2 –m 25. Reads with multiple alignments were processed as described previously [50]. Allocation distances were set to ±5 kb and ±50 bp for the ChIP-seq and the RNA-seq data, respectively. Histone modification densities and DNA methylation densities were calculated by the sum of nucleotides covered by at least one uniquely alignable short sequence, divided by the total number of nucleotides for each individual 4C restriction fragment.

To estimate potential biases related to sequence composition (such as repetitive sequences), we obtained genomic DNA sequencing data (Illumina, 100 bp) of the data set GSM567816, and processed them identically to the 4C sequencing data.

### Assigning *P*-values to individual windows

To estimate the significance of an interaction, we calculated for each window the probability (that is, *P*-value) to observe its interaction value by chance. Given that an interaction of two fragments would lead to a higher read count in the neighboring fragments as well (hence in the window), random shuffling of fragment positions and recalculation of window interaction values provides randomized interaction data with the values following a normal distribution. Using the parameters of this distribution, a preliminary *P*-value was then calculated for each window. We repeated this process 1,000 times, and averaged for each window the *P*-values from all individual repetitions to obtain a final *P*-value. To take into account the differences between chromosome arms (for example, the different amount of DNA between the short arm and the long arm of chromosome 2), the *P*-values were calculated for each chromosome arm separately.

*P*-value thresholds were chosen to best fulfill the requirements of either plotting or data analysis. Generally, we set the threshold for prey regions to 10^-3^. In the Circos plot of Figure 5A we chose *P* ≤ 10^-4^ for better visibility. Because for various viewpoints, a threshold of 10^-3^ did not yield a sufficient number of prey regions for robust data analysis, we chose a threshold of *P* ≤ 0.05 to perform PCA.

### Distance decay

We estimated the genomic distance-dependent decay of the interaction probability on a distance of 1 kb to 10 Mb from the viewpoint. This stretch was log-transformed, and split into 41 intervals with length of 0.1 (on the log scale). For each sample, the reads of the fragments corresponding to the intervals were summed up and assigned to the interval. Given that the centromere acts as an interaction boundary, only fragments on the viewpoint's arm were considered. Read counts per interval were then divided by the total number of reads across all intervals representing contact probabilities, which across the full distance add up to 1. Given that some intervals contained only a few fragments and, in certain cases, only fragments from a subset of the viewpoints, we used a locally weighted scatterplot smoothing (LOESS) predictor fitted to the original data to calculate one single contact probability value for each interval. To obtain the slope, and hence the distance decay coefficient, we then approximated the data with a linear model. Slope and *P*-value were derived from the fit of the linear model to the values predicted by the LOESS fit. However, direct fitting of a linear model to the original data yielded almost equal results with a slope of −0.72 instead of −0.73, and an extremely low *P* value (<10^-100^).

### Centromere distance

To analyze the effect of a viewpoint's distance to the centromere on the distribution of the observed interaction frequencies along chromosome arms, we calculated for each chromosome arm (except the viewpoint's arm) the distance to the centromere at which 50% of all reads were aligned, and then fitted a linear model. The procedure was performed twice, first using absolute values, and then relative distances, defined as the absolute distance divided by the length of the chromosome arm (transformed by taking the arcsine of the square root).

### Principal component analysis

All PCAs were based on non-overlapping windows that included 25 fragments. For each viewpoint, mean prey and control histone densities for each histone modification (that is, EMD) were calculated. Subsequently, PCA was performed on a dataset including mean EMD values of control and prey regions for each viewpoint and EMD. PCA was performed using the built-in R princomp() function.

### Permutation test

To analyze differences in the epigenetic landscape of prey and control regions, we randomly selected 50 prey and 50 control regions (sampled) for each viewpoint, and obtained a corresponding randomized test set by pooling their EMDs and permuting them (shuffling them into two randomized groups of 50 values each). We then calculated the absolute differences in averaged EMDs between the sampled (RealDiff_ij_), and the permutated (RandDiff_ij_) prey and control regions, respectively.

Repeating this step *i* times for each of the *j* viewpoints yielded an empirical distribution for RandDiff for every epigenetic modification with 13,000 values (j = 13 viewpoints, and i = 1,000 repetitions). Comparing the average RealDiff_m_ (mean across all repetitions and viewpoints) with this distribution then provided an empirical *P*-value (p = ∑(RandDiff_ij_ > RealDiff_m_)/(i*j)), which was subsequently adjusted for multiple testing calculating false discovery rate (FDR; Benjamini-Hochberg).

### Analysis of individual epigenetic marks employing GSEA-like analysis

To test whether prey regions have a different epigenetic landscape from that of regions chosen randomly across the genome, we developed a procedure similar to the GSEA described previously [33]. It requires densities of EMDs (for example, CG methylation density or H3K9me2) assigned to all (*n*) regions in the genome (that is, non-overlapping windows spanning 25 restriction fragments), and a subset (*m*) of the regions as a test set (that is, prey regions with a *P* < 0.01 in both replicates). During the procedure, the regions are first sorted according to their EMD. We then assigned a value of −1 to regions not in the test set, and a value of (*n-m*)*/m* to the regions in the test set (to assure that the sum of these values across all regions would be zero). In a third step, the cumulative sum of these values was calculated and the enrichment score (ES) was defined as the maximum (absolute) deviation from zero. If the regions in the test set were randomly distributed across the sorted list of all regions, the cumulative sum would fluctuate around zero with a relatively small ES. Conversely, a non-random distribution of the test set (for example, accumulation at one end of the sorted list) would lead to a high ES. A *P*-value could then be assigned by comparing an observed ES to an ES distribution obtained by randomly choosing *m* regions 10,000 times. To obtain one *P*-value per epigenetic feature, the ES were averaged across all viewpoints. As we were focusing on long-range interactions, we excluded all interactions within the viewpoint’s arm. Because statistical testing for all epigenetic features was employed, using the same 4C data, *P*-values were adjusted for multiple testing, calculating FDR (Benjamini-Hochberg).

### Plotting

All plotting of 4C data, genomic features, and histone modification data was performed using either Circos [23] or built-in R functions [53] plotting. Code is available upon request.

### Data availability

All sequencing data and processed 4C files are available on Gene Expression Omnibus (GEO) accession number GSE50181.

## Abbreviations

3C: Chromosome conformation capture; 4C: Circular chromosome conformation capture; ChIP-seq: Chromatin immunoprecipitation sequencing; EMD: Epigenetic modification density; ES: Enrichment score; FDR: False discovery rate; FISH: Fluorescent *in situ* hybridization; GEO: Gene Expression Omnibus; GSEA: Gene Set Enrichment Analysis; H3K27me1: Monomethylation of lysine 27 of H3; H3K36me3: Trimethylation of lysine 36 of H3; H3K4me2: Dimethylation of lysine 4 of H3; H3K9me2: Dimethylation of lysine 9 of H3; PCA: Principal component analysis; RNA-seq: RNA sequencing; RPKM: Reads per kilobase per million; RPM: Reads per million.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

SG conceived the study, conducted the experiments, performed data analysis, and wrote the manuscript. MWS performed data analysis and helped to write the manuscript. TW helped to conceive the study and helped to edit the manuscript. NL helped to conceive the study. UG conceived the study, and helped with data interpretation and writing of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Circular chromosome conformation capture (4C) interactome of *MEA* F6. Click here for file

Additional file 2: Figure S2 Circular chromosome conformation capture (4C) interactome of *MEA* F8. Click here for file

Additional file 3: Figure S3 Circular chromosome conformation capture (4C) interactome of *AT1G51860*. Click here for file

Additional file 4: Figure S4 Circular chromosome conformation capture (4C) interactome of *PHE1*. Click here for file

Additional file 5: Figure S5 Circular chromosome conformation capture (4C) interactome of *FIS2*. Click here for file

Additional file 6: Figure S6 Circular chromosome conformation capture (4C) interactome of *CKI1.* Click here for file

Additional file 7: Figure S7 Circular chromosome conformation capture (4C) interactome of *AT3G44380.* Click here for file

Additional file 8: Figure S8 Circular chromosome conformation capture (4C) interactome of *SWN.* Click here for file

Additional file 9: Figure S9 Circular chromosome conformation capture (4C) interactome of *hk4s*. Click here for file

Additional file 10: Figure S10 Circular chromosome conformation capture (4C) interactome of *YAO*. Click here for file

Additional file 11: Figure S11 Circular chromosome conformation capture (4C) interactome of *AG*. Click here for file

Additional file 12: Figure S12 Circular chromosome conformation capture (4C) interactome of *FWA*. Click here for file

Additional file 13: Figure S13 Circular chromosome conformation capture (4C) interactome of *FLC*. Click here for file

Additional file 14: Figure S15 Principal component analysis (PCA) for individual viewpoints. Each graph represents a bi-plot of a PCA, including histone modification densities (EMDs) for prey and control regions of a given viewpoint, respectively. Contributions to the variance of the first two principal components are indicated below the bi-plot. Loadings of the four major factors to the first principal component are listed. Click here for file

Additional file 15: Figure S16 Epigenetic modification density (EMD). For each EMD and viewpoint, the mean EMD for 1,000 × randomly chosen 50 prey and control regions was calculated and plotted. Green bars, prey; yellow bars, control. Click here for file

Additional file 16: Figure S14 Interaction frequency decay for individual viewpoints. Interaction frequency decay is plotted for individual viewpoints. Black line: LOESS smoothened decay. Red dotted line: Linear regression. Values of the slopes are indicated in the lower left corner of each graph. Click here for file

Additional file 17: Table S1 Viewpoint coordinates and primer sequences. Indicated are the viewpoints’ names, their respective chromosome and position in bp, primer sequences, and restriction enzymes used for primary (1°RS) and secondary (2°RS) digest, respectively. **Table S2.** Alignment scores. Columns indicating chromosomes show numbers of mapped reads. Other columns show unmapped reads, percentage of mapped reads, and total reads. Click here for file

# Supplementary material for: Characterization of chromosomal architecture in Arabidopsis by chromosome conformation capture
**Source:** Genome Biol. 2013 Nov 24;14(11):R129. doi: 10.1186/gb-2013-14-11-r129
**Supplement:** Additional file 14: Figure S15 — Principal component analysis (PCA) for individual viewpoints. Each graph represents a bi-plot of a PCA, including histone modification densities (EMDs) for prey and control regions of a given viewpoint, respectively. Contributions to the variance of the first two principal components are indicated below the bi-plot. Loadings of the four major factors to the first principal component are listed.

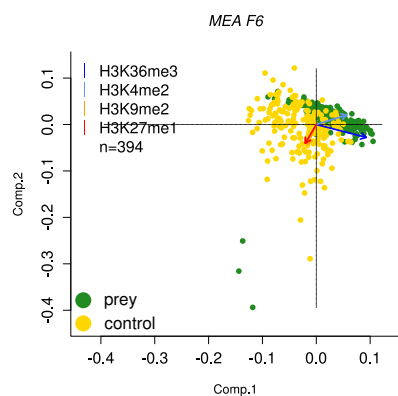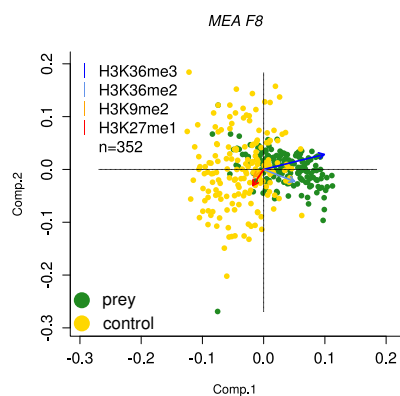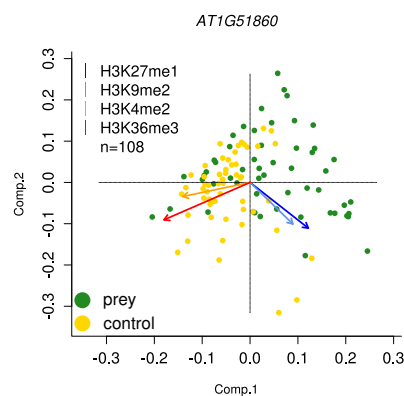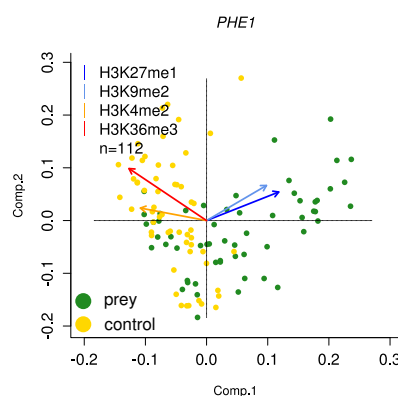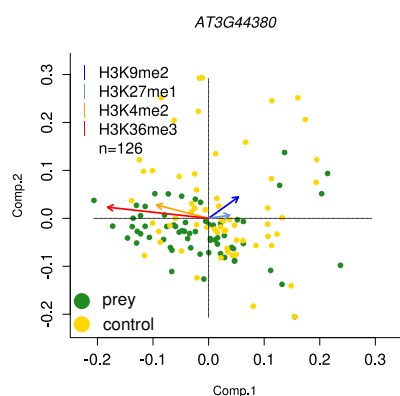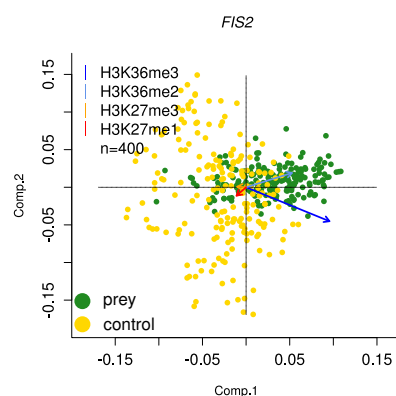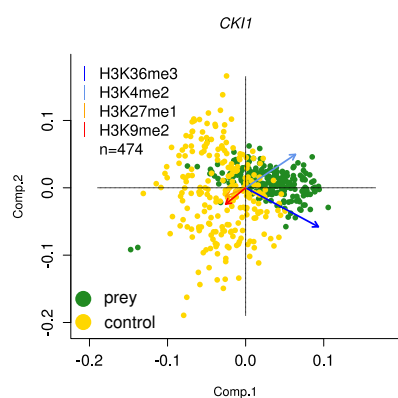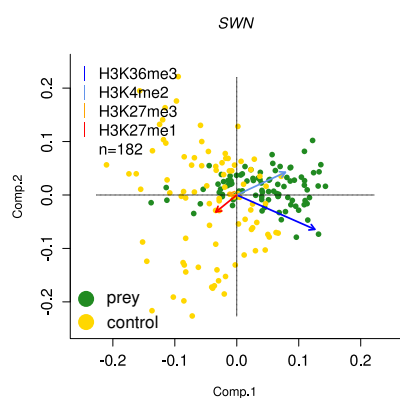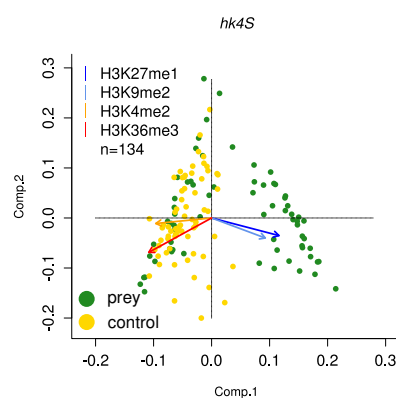

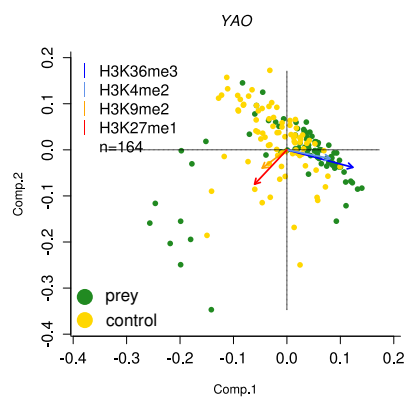

Component 1 explains 40% of total variation  
Component 2 explains 14% of total variation

H3K36me3  $p = 0.0023$   
H3K4me2  $p = 0.0023$   
H3K9me2  $p = 0.9$   
H3K27me1  $p = 0.75$

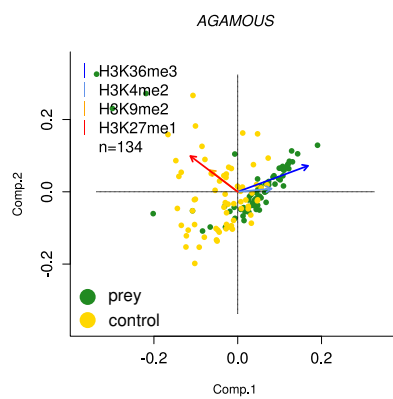

Component 1 explains 39% of total variation  
Component 2 explains 17% of total variation

H3K36me3  $p = 3.5e-06$   
H3K4me2  $p = 0.00025$   
H3K9me2  $p = 0.02$   
H3K27me1  $p = 7.1e-05$

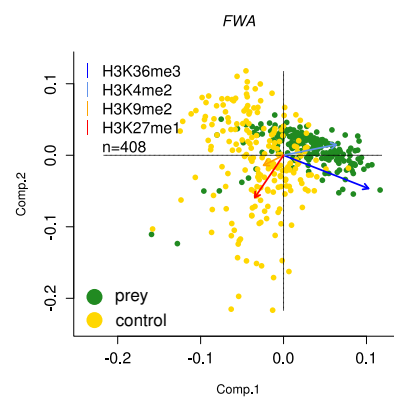

Component 1 explains 34% of total variation  
Component 2 explains 13% of total variation

H3K36me3  $p = 2e-16$   
H3K4me2  $p = 8.8e-18$   
H3K9me2  $p = 4.8e-09$   
H3K27me1  $p = 0.00014$

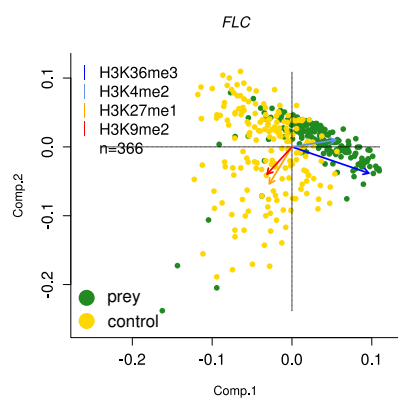

Component 1 explains 33% of total variation  
Component 2 explains 14% of total variation

H3K36me3  $p = 4.5e-16$   
H3K4me2  $p = 3e-16$   
H3K27me1  $p = 8e-06$   
H3K9me2  $p = 2.3e-05$

# Supplementary material for: Characterization of chromosomal architecture in Arabidopsis by chromosome conformation capture
**Source:** Genome Biol. 2013 Nov 24;14(11):R129. doi: 10.1186/gb-2013-14-11-r129
**Supplement:** Additional file 17: Table S1 — Viewpoint coordinates and primer sequences. Indicated are the viewpoints’ names, their respective chromosome and position in bp, primer sequences, and restriction enzymes used for primary (1°RS) and secondary (2°RS) digest, respectively. Table S2. Alignment scores. Columns indicating chromosomes show numbers of mapped reads. Other columns show unmapped reads, percentage of mapped reads, and total reads.

Additional File 1

**Additional File 1: Table S1, Viewpoint coordinates and primer sequences.**

Indicated are the viewpoints’ names, their respective chromosome and position in bp, primer sequences and restriction enzymes used for primary (1°RS) and secondary (2°RS) digest, respectively.

**Additional File 1: Table S2, Alignment scores.** Columns indicating chromosomes show numbers of mapped reads. Other columns: unmapped reads, percentage of mapped reads, and total of reads.

**Additional File 1: Table S1**

| **viewpoint** | **chromosome** | **position** | **Primer 1** | **Primer 2** | **1°RS** | **2°RS** |
| --- | --- | --- | --- | --- | --- | --- |
| *MEA F6* | Chr1 | 545880 | GAAGATGTACCATTATTACCAAGTG | TAAGTCAAACGATTGATGGTGTG | *Hind*III | *Nla*IV |
| *MEA F8* | Chr1 | 546537 | TCACCAGCAGTTCCATCATTC | GATAGACGTCATTGCCGTCG | *Hind*III | *Nla*IV |
| *AT1G51860* | Chr1 | 19260940 | TTTCTTTGACCTACAGGGAAGC | AGGAGTAACAAATACTTCTATGCATG | *Hind*III | *Nla*IV |
| *PHE* | Chr1 | 24265707 | GGCTGAGTATGTACATCAGGAGA | CCCCACGAAGTTAGTAGTTTCC | *Hind*III | *Dpn*II |
| *FIS2* | Chr2 | 14993834 | GGTCACGAGGTAGGCACTAA | GCCATAAACATTGAATTAGACTGTG | *Hind*III | *Dpn*II |
| *CKI1* | Chr2 | 19463781 | TGTATTGCAAAGGGGAAAGG | GTTTATGGTTTTCTTTGGTGGAA | *Hind*III | *Dpn*II |
| *AT3G44380* | Chr3 | 16035862 | CCTTAGCCGCTCCTTCAATA | CACAACCACGAAGTCACCAC | *Hind*III | *Nla*IV |
| *SWN* | Chr4 | 885827 | TTCGTTATTGGATGGTGAAGC | TGTAGTCCTCGGGACCAAGT | *Hind*III | *Nla*IV |
| *hk4s* | Chr4 | 1765891 | CCCGTGAACAAAACAGAGAAG | AATCCATCCTTGCATATTTGG | *Hind*III | *Nla*IV |
| *YAO* | Chr4 | 2745723 | AATTCCGAAAGCTCGATTCA | GGGCTCAAACCATAGACCAG | *Hind*III | *Nla*IV |
| *AG* | Chr4 | 10384033 | CGTAGAAATGGTTTGCTCAAGA | GACGATTCGTTGTGTTCTCG | *Hind*III | *Dpn*II |
| *FWA* | Chr4 | 13043163 | CTCCTGCTGCAAAGACCAC | AACATTATAGCAACTGCAAGGTCT | *Hind*III | *Dpn*II |
| *FLC* | Chr5 | 3178924 | CAAACACAGAACCGAGAAACAA | GGAAGAACAATGTCGTGAAGAA | *Hind*III | *Dpn*II |

**Additional File 1: Table S2**

|  |  |  |
| --- | --- | --- |
| **sample:** | **Reads with unique alignement** | **Reads with multiple alignements** |
| MEAF6_A | 2491932 | 189479 |
| MEAF6_B | 2507242 | 169389 |
| MEAF8_A | 2815594 | 93190 |
| MEAF8_B | 1981749 | 94675 |
| CKI1_A | 5231501 | 452827 |
| CKI1_B | 5639179 | 450389 |
| FLC_A | 6944301 | 698573 |
| FLC_B | 3222317 | 277053 |
| AG_A | 2748740 | 150224 |
| AG_B | 2831628 | 119835 |
| FIS_A | 3095292 | 219035 |
| FIS_B | 1242425 | 82548 |
| FWA_A | 7173457 | 644136 |
| FWA_B | 7179154 | 650431 |
| PHE1_A | 3705977 | 466211 |
| PHE1_B | 5647016 | 646799 |
| SWN_A | 2397897 | 200202 |
| SWN_B | 2258643 | 354821 |
| hk4s_A | 12045510 | 1935458 |
| hk4s_B | 9951888 | 1768489 |
| YAO_A | 5651474 | 244894 |
| YAO_B | 8242546 | 397882 |
| AT3G44380_A | 799168 | 88092 |
| AT3G44380_B | 1932529 | 253803 |
| AT1G51860_A | 3187836 | 163579 |
| AT1G51860_B | 6523009 | 270699 |

How the deposited data were processed for this re-analysis (not part of the article)

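4C libraries of Arabidopsis seedlings were available for 13 viewpoints with replicates A and B, 26 libraries in all. Viewpoint, position and second enzyme of each library were taken from the labels, the supplementary table of viewpoints and the methods. The authors split the reads by viewpoint primer, aligned them to TAIR10 without mismatches, shared reads with several matches among fragments by weight, and deposited the resulting expected counts for both ends of each HindIII fragment, without normalization or fragment filter. The reads at HindIII ends and at ends made by the other enzyme were summed as in the deposited totals. For every fragment the authors also deposited expected counts of genomic DNA and input reads from published data, realigned by them. The deposited signal values of H3, 9 histone modifications, transcription and input are densities, which the authors computed as the percentage of a fragment's nucleotides covered in the published data. The deposited files further hold numbers of annotated features per fragment and distances to the next site of the other enzyme, computed by the authors from TAIR10. The 66846 fragments matched an in silico HindIII digest of the reference. The distances to the next second site fit NlaIII in every file (100% of fragments, against 10.3% for DpnII), also for libraries made with DpnII, so the sites of each viewpoint's own enzyme were located in the reference sequence. The methods and the supplementary table name different second enzymes for 7 viewpoints. The methods' enzyme, NlaIII, was used and the table's, NlaIV, was an alternative.

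Fragments within 1 kb of the viewpoint or 100 kb of the centromere were left out, and so were fragments with second sites 1000 bp or more from both ends, as in the paper's methods. Fragments without a second site were also left out. The methods do not mention these, and they made up most of what the filter on the second site removed (11046 to 11062 fragments per viewpoint, against 22 or 50). The kept reads were 24.1% to 87.2% of the reads per library. Total reads were 645873 to 8614379 per library, which is 0.406 to 0.929 of the alignments in the supplementary table of sequencing results. Reads at second-cutter ends made up 28.2% to 66.2% of kept reads in the NlaIII libraries and 0.822% to 1.83% in the DpnII libraries. Since the deposited second sites are those of NlaIII in every file, it stays open whether reads at DpnII ends were counted. Reads outside the viewpoint arm thus hold different kinds of ends in NlaIII and DpnII libraries. With HindIII ends alone, rho between percent trans and distance was 0.324 in place of -0.0549. Reads are PCR products without molecular identifiers, so counting error understates the error of a library, and the spread between replicates and viewpoints was used instead. With 2 replicates per viewpoint, an SD between replicates is itself imprecise.

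Replicate letters follow sequencing lanes, 4 in all. After removal of viewpoint means, libraries with the same letter had a mean correlation of 0.0106 within the first batch (28 pairs of viewpoints) and -0.0191 within the later one (10 pairs), so that the letter did not pair the libraries. With the letter as a replicate block, the 26 libraries gave a Spearman rho of -0.140 (permutation p = 0.602) between the percentage of reads outside the viewpoint arm and the distance to the centromere.

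Interaction profiles were sums of reads over sliding windows of 100 fragments, compared by Spearman correlation. For preys, log2(reads + 1) was summed per window, a normal distribution was fitted to 1000 shufflings of the fragments within each arm, and windows with P at most 0.01 in both replicates were taken. For densities, windows of 25 fragments without overlap were used. Arm values were mean RPM per fragment, compared as log2 ratios within a library. Decay was computed from 41 intervals of 0.1 on the log10 scale with LOESS in R 4.3.3. Other steps used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Ratios over viewpoints were tested by exact sign-flip permutation, correlations by 100000 permutations of viewpoints (all permutations for fewer than 10 viewpoints), two-sided, with Benjamini-Hochberg adjustment over 3 relations. Correlations were repeated without the 2 viewpoints farthest from the median, within the first batch, and by enzyme. The paper's permutation test and GSEA-like test followed its methods, with up to 50 windows of each kind, 1000 draws and 10000 random sets, and adjustment over 12 features. The 13 viewpoints named are those the paper names at a claim and the highest and lowest of each measure. The features named are those of Table 1, and the regions are those the paper names. This rule was set before the data were examined. SHP2, named for AG reads, and the fragment on chromosome 3 with the most genomic DNA reads were chosen after their values were seen.

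The procedures were tested on simulated data, after the results had first been seen. Preys planted in libraries with real fragment numbers and a background shuffled within arms were found in 20 of 20 regions. Unrelated values gave p of 0.05 or less in 5.7% of 1000 correlation tests, and values around 0 in 6.3% of 1000 sign-flip tests. Related values were found in 97.7% of 1000. With 3 of the 12 features raised in simulated preys, the permutation test called 3 and the GSEA-like test 3.2 on average over 20 runs. In these runs the densities were shuffled over windows, so they lacked the clustering of real densities. Some procedures did not recover what was put in. With no feature raised and preys in random blocks, partly at places shared by all viewpoints, the GSEA-like test called most of the features. Sums per interval did not recover a planted decay slope. These results therefore cannot be read as evidence on their own. Both outcomes are given with the results concerned.

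Over all results, 163 alternatives were listed before the data were examined, among them windows, filters, counting, enzyme, thresholds, batch, and each replicate left out. A further 86 were added after seeing the data, among them HindIII ends alone, the percentage of reads per kb of arm, moved prey positions, and leaving out fragments with many genomic DNA reads. The bad hits in the files, reads at unexpected positions, were not used, since what they count is not clear. DNA methylation was not analysed here. Fragments were not tested one by one, since each viewpoint has 2 replicates.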

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

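The tests in this part were chosen only after the results had been seen.

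One fragment held 20.9% of the kept reads of MEA F8, the mean of 30.8% in replicate A (Wilson 95% interval 30.7% to 30.9%) and 10.9% in replicate B (10.9% to 11.0%). These intervals cover counting error alone. The fragment lies on chromosome 1 from 550526 to 553823, 1291 bp from the viewpoint. MEA F8 stood apart from the other 7 viewpoints of its sequencing batch by a gap larger than Dixon's 95% critical value, which chance exceeds in about 1 in 20 groups. Of 23 groups examined, 2 did. In the neighbouring viewpoint MEA F6 the same fragment held 0.825% and 1.03% of the reads. Pile-up of repeated sequence is argued against, because the fragment is at percentile 18.2 of genomic DNA reads among kept fragments. Its closeness to the viewpoint, incomplete digestion and uneven amplification stay open, and the difference between the replicates is larger than counting error. No biological explanation was tested, since the design gives none for a single viewpoint.

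Of the 746 PHE1 preys on other chromosomes, 0.134% lay in the distal part of arms, far from the other 7 viewpoints of the batch (89.8% to 100%) by the same criterion. The share was 0.134% also with the most-read fragment of each library set to 0, but that fragment lies on the arm of the viewpoint, where it cannot change preys on other chromosomes, so that this value decides nothing. With the most-read fragment of every arm set to 0, the share was 0.132% of 756 preys, against 33.8% of all windows, which argues against single fragments with very many reads. Repeated sequence is argued against as well. The median genomic DNA reads of these windows had a log2 ratio of -0.026 to those of all windows. The position of the viewpoint is the one condition the design names. PHE1 lies at a relative distance of 0.598, and FWA at 0.621 had 94.9% distal preys, so that position alone may not account for the difference. No other biological explanation was tested, since the design gives none for a single viewpoint. PHE1 also had the lowest correlation between replicates, 0.755.

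In the 7 NlaIII viewpoints, these reads lay outside the viewpoint arm more often than the reads at HindIII ends, by 14.8 percentage points (SD 11.4; higher in 7 of 7 viewpoints; exact sign-flip permutation test, two-sided p = 0.0156, the smallest that 7 viewpoints allow). The difference was largest in AT1G51860 replicate B, with 67.7% against 27.4%, and reversed in MEA F8 replicate A, with 39.1% against 40.6%. Ligation of ends in the second ligation step, which does not need contact in the nucleus, may add reads at these ends. With HindIII ends alone, the log2 ratio of regions near the centromeres to the rest of the arms was -0.69 on average over AT1G51860 (-0.37) and SWN (-1.01), where reads at second-cutter ends are most frequent. The correlation of percent trans with distance was 0.324 in place of -0.0549. No biological explanation was tested, since the design gives none for the kind of end.

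Between the sequencing batches, 11 measures were compared by exact permutation of the viewpoints. None had an adjusted p of 0.05 or less, and 4 had an unadjusted p below 0.05. The lowest belonged to percent trans per kb of arm (53.2% in the first batch and 35.7% in the later one, exact permutation p = 0.00544, adjusted 0.0598). Since the batches also differ in the distance of their viewpoints from the centromere, batch and position cannot be told apart here.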

How the results depend on the processing

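The alternatives were set before the data were examined, except those that are said to be chosen after seeing the data. Of 238 values under alternatives, 130 of the planned and 76 of the added ones kept direction and side of the threshold, or moved by less than the spread. Where a value changed, the cause was not tested, unless stated. Correlations between duplicates (0.761 to 0.875 over 9 alternatives), between viewpoints (0.235 to 0.340 over 12) and the difference between pairs on one arm and on different arms (0.399 to 0.567 over 12) did not change by these criteria. The log2 ratios of viewpoint arm to cis arm (0.18 to 4.19 over 17), of cis arm to trans arms (0.19 to 0.97 over 17) and of the viewpoint arm beyond 2 Mb to the cis arm (0.15 to 1.67 over 19) kept their sign and stayed past the threshold. The excess of distal preys (34.4 to 39.6 percentage points over 11) did too, and the GSEA-like test called 8 to 12 features over 9 alternatives.

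Leaving out one replicate gave 97.6% to 98.1% for the share of the first component, against 95.9%. It gave 0.0495 without replicate A and -0.330 without replicate B for rho between percent trans and distance, against -0.0549. For the other results that gave a value, it changed neither direction nor side of the threshold. The ranges were 0.258 to 0.275 for the correlation between viewpoints, 0.533 to 0.547 for pairs on one arm against different arms, -0.830 to -0.786 for the cis to trans ratio and distance, 0.780 to 0.819 for dist0.5, 34.4 to 36.0 percentage points for distal preys and 0.0974 to 0.121 for the decay slope. As log2 ratios, they were 2.68 to 2.70 for viewpoint to cis arm, 1.46 to 1.47 beyond 2 Mb, -0.54 to -0.46 for the knob, -2.26 to -2.18 for the knob in SWN and YAO, and 0.0050 to 0.12 for hk4s. The permutation test called 6 features and the GSEA-like test 12 without either replicate.

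With each fragment with reads counted as 1, the log2 ratio of knob to flanks was 0.035 in place of -0.50, that of SWN and YAO -0.0074 in place of -2.22, and rho between percent trans and distance -0.681. This counting removes differences in read number by construction.

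Without the filter on the second site, rho for percent trans was 0.0495 and the log2 ratio of pericentromeres to arms for hk4s -0.060, against 0.06. With fragments without a second site kept, chosen after seeing the data, they were 0.0495 and -0.060 as well, so that leaving out these fragments accounts for both changes. NlaIV as the second enzyme gave 0.29 for hk4s and -2.12 for the knob in SWN and YAO. HindIII ends alone, chosen after seeing the data, gave -2.34 for the latter and rho = 0.324 for percent trans.

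In the first sequencing batch alone, with 8 viewpoints in place of 13, rho of the cis to trans ratio with distance was -0.714 (exact permutation p = 0.0576) and that of percent trans 0.262. Other changes of rho for percent trans were 0.379 outside the chromosome of the viewpoint and, chosen after seeing the data, 0.187 with the most-read fragment set to 0, 0.370 for 10 viewpoints off the short arm of chromosome 4 and 0.780 per kb of arm. With the length of the viewpoint arm in place of the position, chosen after seeing the data, rho with dist0.5 was 0.356.

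The decay slope was -0.702 per fragment and 0.180 from 10 kb. The slope of sums includes the number of fragments per interval by construction. For hk4s, regions within 0.6 Mb of the centromeres gave -0.24 and leaving out fragments over 10 times the median of genomic DNA reads, chosen after seeing the data, -0.16.

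The share of the first component was 91.5% for preys at P of 0.001, 94.0% at 0.01, 98.2% for windows of 100 fragments, 96.7% for preys outside the viewpoint arm and 84.7% with the correlation matrix. The permutation test called 0 features for preys at P of 0.001, where fewer windows remain, and 0 with moved prey positions, chosen after seeing the data (6 at an unadjusted p of 0.05).

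No value was obtained for CG methylation, for duplicates without a replicate, for hk4s with fragments over 1.2 Mb from centromeres, or for the knob in SWN and YAO within the first batch. The number of replicates limits single viewpoints. With 2 replicates each, the ratio for hk4s near centromeres was within 1 SD of 0, its sign differed between alternatives, some of them outside this spread, and no test was made for it.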

Differences from the paper's values

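The values here come from the processing described above, and no cause is named for a difference. A gap counts as closed when a value comes within 1.5 times of the paper's or within the error, and correlations and slopes only within the error.

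The decay slope was 0.109 by LOESS against the paper's -0.73, and 0.151 by a linear model on the interval values against the paper's -0.72. Of the alternatives set before the data were examined, reads per fragment of the interval gave -0.702 and -0.710, which are close to the paper's values, and the others were not. For single viewpoints, the slopes ran from 0.00293 (CKI1) to 0.247 (PHE1) against the paper's -0.96 and -0.56, and none of the alternatives closed the gap, reads per fragment of the interval included (-0.806 to -0.607).

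The viewpoint arm exceeded the cis arm 6.45-fold against the paper's 10-fold. Among the alternatives set before the data were examined, fragments over 1.2 Mb from the centromere gave 7.03-fold, within 1.5 times of the paper's value, and the others were outside it. HindIII ends alone, chosen after seeing the values, gave 6.98-fold.

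The Spearman correlation of percent trans with distance over libraries was -0.103 against the paper's 0.774. None of the alternatives set before the data were examined closed the gap. The percentage of reads per kb with equal weight for each arm, chosen after seeing the values, gave 0.761. The paper's text describes its own measure as RPKM of the reads found in trans, and the legend of its Figure 3C as a percentage of reads on trans arms. The planned measure was the share of all reads. The form with equal weight for each arm was found by comparing candidate measures with the values of Fig. 3C by hand. The 24 combinations of count, distance limits and filter gave -0.185 to 0.343.

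Student's t-test between cis and trans arms gave P = 7.2e-07 for replicate A and 2.2e-07 for replicate B against the paper's 0.0135 and 0.0129. Between viewpoint and cis arms it gave 2.1e-12 and 4.9e-12 against the paper's 1.4e-13 and 1.7e-13. With 2 Mb around the viewpoint removed it gave 5.1e-06 and 6.5e-07 against the paper's 0.012 and 0.010. None of the alternatives closed these gaps. Keeping fragments within 1 kb of the viewpoint, chosen after seeing the values, came closest for 2 of the 3 comparisons, with 0.00772 and 0.00837 between cis and trans arms, and 4.9e-13 and 6.0e-13 between viewpoint and cis arms. With 2 Mb removed it gave 0.000796 and 0.000328, and counting fragments with reads as 1, set before the data were examined, came closest with 0.00168 and 0.000622.

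In the permutation test, adjusted P was 0.00846 for H3K36me2, H3K36me3, H3K4me2, H3K9ac and transcription against the paper's 0.0033, and for H3K4me3 against the paper's 0.0037. It was 0.0734 for H3K18ac against the paper's 0.0335, 0.0543 for H3K27me1 against the paper's 0.0249, 0.0563 for H3K9me2 against the paper's 0.0325, 0.169 for H3K27me3 against the paper's 0.3355, and 0.136 for genomic DNA against the paper's 0.0871. Among the alternatives set before the data were examined, those without replicate A (0.225), without replicate B (0.294), with the other prey threshold (0.266) and with preys outside the viewpoint arm (0.284) came within 1.5 times of the paper's value for H3K27me3. So did leaving out replicate B (0.00538) for H3K4me3, and MEA F8 left out (0.129) and windows of 100 fragments (0.127) for genomic DNA. HindIII ends alone, chosen after seeing the values, came within 1.5 times of the paper's value for H3K4me3 (0.00523), H3K9me2 (0.0468) and genomic DNA (0.117). None of the alternatives did so for the other features.

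In the GSEA-like test, adjusted P was 0.0001 for every feature. The paper's values are 0.0779 for H3, 0.0178 for H3K18ac, 0.0084 for H3K27me1, 0.099 for H3K27me3, 0.0051 for H3K36me2, H3K4me2, H3K4me3 and H3K9ac, 0.0054 for H3K36me3 and transcription, 0.0057 for H3K9me2 and 0.056 for genomic DNA. None of the alternatives set before the data were examined closed these gaps. Moved prey positions, chosen after seeing the values, gave 0.0895 for H3 and 0.046 for genomic DNA, and random scores of single viewpoints, chosen after seeing the values, gave 0.140 for H3K27me3, 0.160 for H3 and 0.118 for genomic DNA.

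In single viewpoints, the first component explained 76.1% for YAO, 71.6% for AG, 75.4% for FWA and 73.1% for FLC against the paper's 40%, 39%, 34% and 33%, and none of the alternatives closed the gap.

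Log2 mean RPM was 5.47 on the viewpoint arm beyond 2 Mb, 4.00 on the cis arm and 3.19 on the trans arms, against the paper's values of about 3.8, about 3.1 and about 2.4 in Fig. 3A, read by eye. Among the alternatives set before the data were examined, counting fragments with reads as 1 came within the error for the first (4.49). Keeping fragments within 1 kb of the viewpoint, chosen after seeing the values, did so for each of them (4.49, 3.02 and 2.21).

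Percent trans was 68.8% for SWN, 45.3% for hk4s and 52.7% for YAO, against the paper's values of about 32%, about 21% and about 25% in Fig. 3C, read by eye. None of the alternatives set before the data were examined closed these gaps. The percentage per kb, chosen after seeing the values, gave 40.2%, 20.5% and 25.2%, and keeping fragments within 1 kb of the viewpoint, also chosen after seeing the values, 46.2% for SWN and 29.1% for hk4s.

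Some directions also differ. The paper states that more distal viewpoints interact more with trans regions, and rho over viewpoints was -0.0549 here for the share of reads. Per kb of arm, a measure chosen after seeing the values, it was 0.780. In Table 1, its permutation test calls 9 of the 12 features analysed here and its GSEA-like test 9, against 6 and 12 here, with 6 and 9 called by both. HindIII ends alone, chosen after seeing the values, called 8 by permutation, H3K9me2 among them. The paper states that genomic DNA and H3 differ between preys and controls in neither test, and here both passed the GSEA-like test with an adjusted p of 0.0001. That test also called 10.35 of 12 features for simulated preys in random blocks, partly at places shared by all viewpoints. With random scores of single viewpoints, chosen after seeing the values, 8 features passed, and H3, H3K18ac, H3K27me3 and genomic DNA did not. That comparison sets a mean over 13 viewpoints against the wider spread of single viewpoints, so fewer features pass by construction. The permutation test makes the same kind of comparison. The paper places the local preys of hk4s within the knob. Here, 46 prey windows lay wholly distal of the knob borders, which were read by eye from a figure, and 0 wholly proximal of them. The paper describes strong interactions of hk4s with pericentromeres of other chromosomes. At its threshold, 6 of 66 prey windows on other chromosomes were within 1.2 Mb of a centromere. At P of 0.01, 20.9% of 489 such windows were, against 8.87% of all windows. The limit of 1.2 Mb follows the pericentromere of chromosome 4 and may not match that of other chromosomes. On chromosome 2, H3K27me1 was at 3.6 times the mean of the genome between 4 and 6 Mb, which the limit covers only in part. The chromatin of the 60 preys on the right arm of chromosome 5 was not examined. These counts therefore do not decide against the paper's description. For PHE1, the paper describes preys associated with heterochromatic marks, and H3K27me1 differed by -1.60 percentage points between preys and controls here, within the spread of draws. That spread covers the draw of controls alone, since every PHE1 prey was drawn. Other values for PHE1 go with that description. H3K36me3 differed by -4.67 ± 2.25 percentage points, the mean score on the first component was 13.2 in preys and 1.19 in controls, and 17.0% of preys on other chromosomes were near a centromere, against 9.97% of windows.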

Other observations

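The tests of AG reads at SHP2, of regions near centromeres in AT1G51860 and SWN, and the partial correlations for library size and arm length were chosen only after the results had been seen.

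The drop of reads in the knob was weighed against alignment and fragment length. After division by the ratio of genomic DNA reads the log2 ratio was -0.36, and within classes of fragment length -0.45, so that these tests argue against either as the whole cause. A biological explanation, such as the chromatin of the knob, was not tested, since the design holds no plants without the knob.

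Profiles of different viewpoints correlate outside their own arms (0.340). After removal of the trend with genomic DNA reads the mean correlation was 0.337, which argues against a shared bias in alignment as its cause. Shared biases of the 4C procedure that genomic DNA does not carry stay open.

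Sums of reads per interval gave higher slopes than means per fragment in every viewpoint, and none of the slopes of sums was negative. The mean slope of the number of fragments per interval with distance was 0.879, which is by construction the difference between both slopes, so that it decides nothing about contacts.

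Percent trans per kb of arm rose with distance from the centromere (rho = 0.780), while the planned percentage did not, so that the tests ran on the measure per kb. A difference in library size is argued against. The first test of it, a correlation with kept reads, gave rho = -0.445 (permutation p = 0.129), and the partial correlation with distance given kept reads, chosen after that value was seen, was 0.783 (permutation p = 0.00216). The enzyme as the whole cause is argued against by rank, since the 7 NlaIII viewpoints alone gave rho = 0.929 (exact permutation p = 0.00675). The evidence is weaker otherwise, with r = 0.703 in the same viewpoints (exact permutation p = 0.0899) and, in the 6 DpnII viewpoints, rho = 0.60 (exact permutation p = 0.242) and r = 0.744 (exact permutation p = 0.0972). A partial effect of the enzyme stays open. The 10 viewpoints off the short arm of chromosome 4 gave rho = 0.527 (permutation p = 0.123). Within the first sequencing batch rho was 0.571 (exact permutation p = 0.151), so that batch and distance cannot be told apart. Nor can arm length, which may enter through the division by kb. Given arm length, the partial correlation with distance was 0.297 (permutation p = 0.325), and given distance that with arm length was 0.613 (permutation p = 0.0267).

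Reads of AT1G51860 and SWN lay near centromeres of other chromosomes as often as those of hk4s (log2 ratios of 0.34, 0.02 and 0.06). With HindIII ends alone the mean of AT1G51860 and SWN was -0.69, against 0.00 for hk4s, and without the 464 fragments over 10 times the median of genomic DNA reads it was -0.44, against -0.16 for hk4s. Both are consistent with reads at second-cutter ends of repeated sequence as a source of this pattern. The fragment on chromosome 3 from 14193385 to 14203799, which the annotation places at ribosomal RNA genes, held 27459 RPM in AT1G51860 replicate B and 22338 RPM in SWN replicate B. A biological explanation was not tested.

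AG reads piled up on SHP2, on chromosome 2, with 67916 RPM in replicate A and 80780 RPM in replicate B. Of the fragments there, that from 17818383 to 17820743 held 30410 RPM in replicate A and 40667 RPM in replicate B, and its neighbour from 17820738 to 17821417, across the HindIII site, 36025 and 38875 RPM, while fragments at 10 to 100 kb from SHP2 averaged 55.9 and 56.8 RPM. The end of the first fragment matches 24 of the 28 bases between the AG viewpoint and its HindIII site. A candidate explanation is amplification from this similar sequence. However, 5 other ends with as many matching bases or more, at AGL104, SEP2, AGL6, SEP1 and AGL42, carried at most 22.2 RPM, so the tests leave it open. Repeated sequence is argued against, since the fragments lie at percentiles 87.0 and 11.4 of genomic DNA reads. A contact between both loci remains possible as a biological explanation, and it was not tested, since the design gives no other viewpoint at AG. Whatever the source, 447 of the 467 AG preys on other chromosomes at P of 0.0001 or less were on the arm of SHP2. Without AG, the excess of distal preys was 35.0 percentage points (exact sign-flip permutation p = 0.0161, 9 of 12 viewpoints).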
